# Spatio-temporal mRNA tracking in the early zebrafish embryo

**DOI:** 10.1038/s41467-021-23834-1

**Published:** 2021-06-07

**Authors:** Karoline Holler, Anika Neuschulz, Philipp Drewe-Boß, Janita Mintcheva, Bastiaan Spanjaard, Roberto Arsiè, Uwe Ohler, Markus Landthaler, Jan Philipp Junker

**Keywords:** Zebrafish, Genome-wide analysis of gene expression, Transcriptomics, Apicobasal polarity, Pattern formation

## Abstract

Early stages of embryogenesis depend on subcellular localization and transport of maternal mRNA. However, systematic analysis of these processes is hindered by a lack of spatio-temporal information in single-cell RNA sequencing. Here, we combine spatially-resolved transcriptomics and single-cell RNA labeling to perform a spatio-temporal analysis of the transcriptome during early zebrafish development. We measure spatial localization of mRNA molecules within the one-cell stage embryo, which allows us to identify a class of mRNAs that are specifically localized at an extraembryonic position, the vegetal pole. Furthermore, we establish a method for high-throughput single-cell RNA labeling in early zebrafish embryos, which enables us to follow the fate of individual maternal transcripts until gastrulation. This approach reveals that many localized transcripts are specifically transported to the primordial germ cells. Finally, we acquire spatial transcriptomes of two *xenopus* species and compare evolutionary conservation of localized genes as well as enriched sequence motifs.

## Abstract (web summary)

Early stages of embryogenesis are known to depend on subcellular localization and transport of maternal mRNA, but systematic analyses have been hindered by a lack of methods for tracking of RNA. Here the authors combine spatially-resolved transcriptomics and single-cell RNA labeling to perform a spatio-temporal analysis of the transcriptome during early zebrafish development, revealing insights into this process.

## Introduction

During embryonic development, initially pluripotent cells differentiate into a multitude of different cell types with distinct gene expression programs and spatial organization. In many species, the earliest stages of development depend strongly on RNA transport and intracellular localization of maternal transcripts^1,2^. Investigating these processes with transcriptome-wide methods remains challenging. Advances in single-cell RNA sequencing (scRNA-seq)^3–6^ have made it possible to reconstruct developmental differentiation trajectories by pseudo-temporal ordering of single-cell transcriptomes^7–10^. However, these approaches do not yield the information about RNA localization and transport. Therefore, methods that combine spatially resolved transcriptomics and tracking of maternal transcripts are needed to investigate RNA transport in early development.

While many methods for spatially resolved transcriptomics have emerged in recent years^11,12^, state-of-the-art spatial RNA-seq methods typically have not reached the necessary resolution (single-cell level) yet^13^. This limitation also holds for the tomo-seq method^14,15^, in which RNA from serial cryosections is extracted, barcoded, and sequenced. Microscopy-based approaches using sequential fluorescent in situ hybridization hold great promise for spatial transcriptomics with sub-single-cell resolution^16–18^, but application of these methods to early embryos is technically challenging. Similarly, methods based on proximity labeling, which are powerful approaches for determining the transcriptome associated with different cellular compartments, require specific markers and transgenic engineering, and have not been successfully applied to early vertebrate embryos yet^19,20^.

The temporal aspect of RNA expression is, by nature of the experiment, even harder to catch in single cells. While live microscopy based on fluorescent reporters is well established, methods for live measurement of transcript abundance typically consider only a couple of genes and are difficult to apply in live multicellular animals^21^. However, a cell’s “future transcriptome” can, within certain limits, be inferred from RNA-seq data by counting the occurrence of intronic reads^22^. Recent methods allow direct measurement of the transcriptional history of single cells in cell culture by introducing modified nucleotides into newly synthesized RNA^23–28^. However, this approach has not been established in live embryos yet.

In this work, we use a combination of spatially resolved transcriptomics and RNA labeling to study the spatio-temporal transcriptome during the first few hours of the zebrafish development. Specifically, we improve the tomo-seq method to measure RNA localization in one-cell stage zebrafish embryos with high spatial resolution. We use this information to systematically identify genes with subcellular localization patterns within the one-cell stage embryo. Furthermore, we develop a protocol for single-cell RNA labeling in early zebrafish embryos. This approach enables us to follow the fate of individual maternal transcripts until gastrulation, and thereby deduce to which cell types the localized transcripts contribute in embryonic development. We additionally investigate mRNA localization in an evolutionarily related system, oocytes from *Xenopus laevis* and *Xenopus* *tropicalis*. In summary, this data allows us to derive principles of mRNA localization in vertebrate oocytes, as well as evolutionary conservation and enriched sequence motifs.

## Results

### Tomo-seq in one-cell stage embryos

For a systematic investigation of spatial RNA gradients in the zebrafish one-cell stage embryo, we established an enhanced, more sensitive version of the tomo-seq method^14^ (“Methods” section): we embedded and oriented individual embryos at the one-cell stage (~30 min after fertilization) along the microscopically visible animal–vegetal axis. 

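Tomo-seq measures RNA along one axis of a sample. Serial sections are placed in separate tubes, the RNA of each section receives a section barcode, and each molecule receives a random barcode, the unique molecular identifier (UMI). The pooled library is then sequenced. The libraries analyzed here came from 3 zebrafish embryos frozen about 0.5 h after fertilization and sectioned at 10 µm. The authors deposited a table of counts per gene and section for each embryo, with 16052, 16754 and 21327 gene entries for embryos 1, 2 and 3. The values are expected counts, which are UMI counts already corrected for molecules that had drawn the same UMI. When this correction was undone for 4096 possible UMIs in embryos 1 and 2 and for 256 in embryo 3, 100% of the values below the ceiling lay within 0.001 of a whole number. The methods give a UMI length of 6 nt, and the sample labels give 4 nt for embryo 3. A gene could therefore reach at most 1597 counts per section in embryo 3, and 612 values lay at this ceiling. Summed over all sections, the embryos held 10215262, 12689395 and 31887460 counts.
The methods remove sections with a low recovery of spike-in RNA, at about 0.04% of the mapped reads of a library. Applied to the counts, this threshold kept 45 sections of embryo 1 and 0 sections of embryos 2 and 3. Sections with at least 10% of the median section total were kept in its place, which left 68, 70 and 74 sections with 99.2%, 99.3% and 99.4% of the counts. The sections kept from each embryo were divided into an animal, a middle and a vegetal region with equal numbers of sections. The counts of each region were summed and rounded, and the vegetal region was compared with the animal region by edgeR's quasi-likelihood test with the embryo as a block and with the total of each region as its library size. The animal regions held 5592291, 6412978 and 19524736 counts and the vegetal regions 1751372, 3091372 and 3649614. Embryos were the replicates, and sections were not. A log2 fold change above 0 stands for a higher level in the vegetal region.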

We then sectioned the cell and the yolk sac into 96 sections (Fig. 1a) and followed the tomo-seq protocol (“Methods” section) for a total of three independent samples. We found that the majority of the mRNA is located in the blastodisc, which is positioned adherent to the yolk sac at the animal pole of the embryo (Fig. 1b and Supplementary Fig. 1). 

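The animal region held 55.2%, 50.9% and 61.6% of the counts of embryos 1, 2 and 3, a mean of 55.9% ± 5.37 (SD, n = 3). The middle region held 26.3% ± 1.54 and the vegetal region 17.8% ± 6.52 (SD, n = 3). In every embryo the share of the animal region was the largest of the 3, whereas the vegetal region varied the most between embryos, from 11.5% in embryo 3 to 24.5% in embryo 2. The section with the most counts was the section at position 13, 14 and 16 from the animal end of the sections kept. The median section of the animal region held 3.12, 2.15 and 7.20 times the counts of the median section of the vegetal region. Per count of spike-in RNA, these ratios were 2.76, 2.25 and 2.25, so the larger ratio of embryo 3 was not seen once the recovery of each section was taken into account.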

To account for this pattern, we normalized transcript counts by total UMI counts per section, and recovered known localization patterns, as shown for important patterning genes like *dazl*, *trim36*, *grip2a*, *wnt8a*, and *celf1* (Fig. 1c). 

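Normalized to the total of each section, dazl (ENSDARG00000036214, chromosome 19) had 90.8% ± 3.88 of its level in the vegetal region and 1.78% ± 0.185 in the animal region (SD, n = 3 embryos). Its log2 fold change between the vegetal and the animal region was 4.96 (standard error 0.21, adjusted p = 1.2e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The vegetal share was 89.9% ± 1.49 for grip2a (chromosome 8; log2 fold change 4.72), 78.3% ± 2.04 for trim36 (chromosome 8; 3.33), 76.5% ± 8.59 for wnt8a (chromosome 14; 2.81) and 70.5% ± 7.45 for celf1 (chromosome 7; 2.04). The adjusted p of these genes in the same edgeR test lay between 4.4e-14 for grip2a and 3.0e-10 for celf1. All of them were higher in the vegetal region in 3 of 3 embryos. With each embryo left out in turn, the log2 fold change stayed between 4.67 and 5.18 for dazl, 4.32 and 5.02 for grip2a, 2.86 and 3.76 for trim36, 2.80 and 2.84 for wnt8a, and 1.92 and 2.23 for celf1. The entry of wnt8a joins 3 gene identifiers and that of celf1 joins 2, whose reads the counting of the authors did not separate. Of the alternatives tried, the fit without the embryo as a block changed these calls the most, and none of the 29 zebrafish genes that were chosen by the rule for named genes and pass the threshold passed it in that fit.

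**Figure D1:**
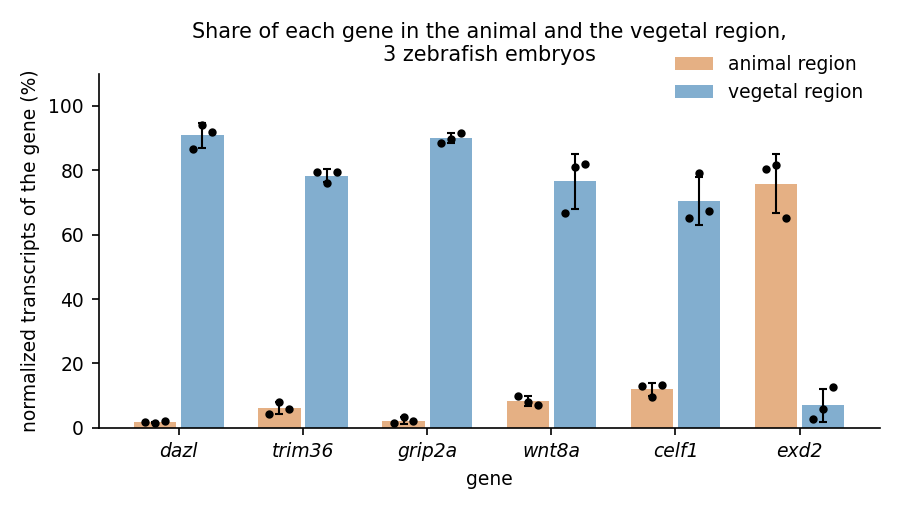
Share of the normalized transcripts of each gene, in percent, in the animal region and in the vegetal region of one-cell stage embryos, with bars for the mean of 3 embryos, error bars for the SD and points for single embryos. The vegetal bar is the higher one for dazl, trim36, grip2a, wnt8a and celf1, and the animal bar for exd2.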

We found that our tomo-seq library has high complexity, which enabled us to confidently determine spatial expression patterns of a large number of genes: we found an average of 13.4 M unique transcripts (UMIs) per sample, and we observed that at the chosen sequencing depth (61 M reads on average), we are still far from reaching saturation, as determined by comparing UMI counts to read counts (Fig. 1d). 

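Before the correction for repeated UMIs, the embryos held 8.45 M, 10.3 M and 21.6 M counts, a mean of 13.4 M (SD 7.10 M, n = 3). After the correction the mean was 18.3 M (SD 11.9 M, n = 3), and the correction raised embryo 3 the most, in which only 256 UMIs were possible. The median section kept held 122180, 155290 and 289771 counts. The 20 most abundant genes took 27.9% and 26.9% of the counts of embryos 1 and 2, and 4.33% of those of embryo 3. Mitochondrial genes took 20.7% and 21.8% in embryos 1 and 2, and 1.80% in embryo 3. The relation of UMI counts to reads was not analyzed here.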

Gene expression of individual replicates correlates well (*R* = 0.99, Fig. 1e and Supplementary Fig. 1).

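Pearson's correlation of the total counts per gene was 0.994 between embryos 1 and 2, 0.344 between embryos 1 and 3, and 0.339 between embryos 2 and 3. These correlations are across genes, and genes are not independent replicates. The value for embryos 1 and 2 was computed over 14580 genes, and it was 0.827 without mitochondrial genes. Without mitochondrial genes, the correlations with embryo 3 were 0.523 for embryo 1 and 0.674 for embryo 2. On the log2 scale, where abundant genes weigh less, the same pairs gave 0.925, 0.868 and 0.927.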

**Fig. 1:**
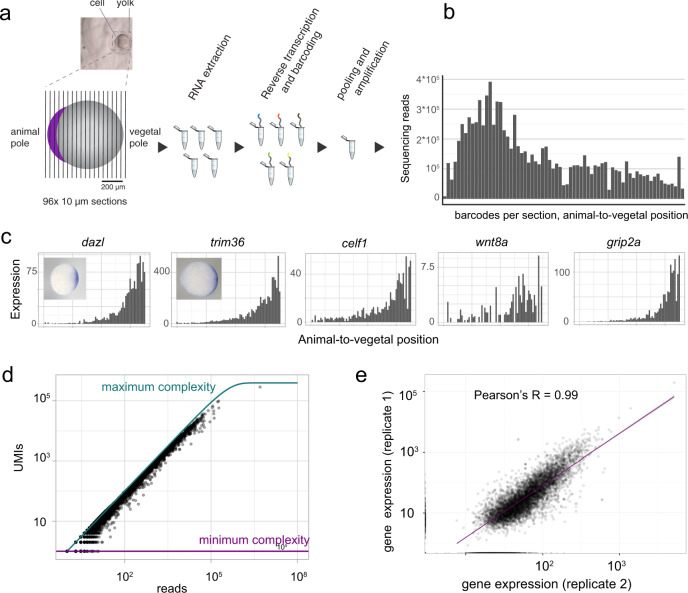
Tomo-seq in one-cell stage embryos. **a** Experimental outline: the embedded embryo is cryosectioned into 96 slices that are put into separate tubes. After adding spike-in control RNA, RNA is extracted. In a reverse transcription step, spatial barcodes are introduced. Samples are then pooled and amplified by in vitro transcription and a final library PCR. Scale bars are 200 µm. **b** Histogram shows raw transcript counts per section. **c** Tomo-seq tracks for the known vegetally localized genes *dazl, trim36*, *celf1*, *wnt8a*, and *grip2a* and whole-mount in situ hybridizations for *dazl* and *trim36*. **d** Sequencing depth, shown as UMI saturation per gene. Maximum complexity is determined as by Grün et al.^73^. **e** Correlation of two tomo-seq experiments (total counts summed over all sections). Line is a linear fit to the data. The difference in scale between the two axes is caused by differences in sequencing depth between the two replicates.

### Systematic identification of mRNA localization patterns

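Genes with at least 5 counts in one section were kept, which gave 6892, 8241 and 11632 genes in embryos 1, 2 and 3. The normalized counts of each gene were added up from the animal to the vegetal end of the sections kept, and each curve was scaled to end at 1. A self-organizing map then sorted the curves. Such a map holds a fixed number of model curves on a line, assigns each gene to the model curve most similar to its own, and pulls neighboring model curves toward each other during the training. Here it had 50 profiles in the order from animal to vegetal and was trained on all genes at a time for 100 rounds, with a neighborhood that shrank from 25 to 0.5 profiles. Over the 6592 genes kept in every embryo, Spearman's correlation of the profile number was 0.488 between embryos 1 and 2, 0.471 between embryos 1 and 3, and 0.511 between embryos 2 and 3. These values are across genes, which are not independent replicates.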

In order to identify gene expression patterns in a systematic way, we clustered our spatial gene expression data based on a self-organizing map^29^, which sorted the cumulative gene expression traces along a linear axis of 50 profiles (Supplementary Dataset 1). As a result, we found three major groups of localized mRNA (Fig. 2a and Supplementary Fig. 2): one localized to the animal side in profiles 1–8, one group of genes that was more or less equally distributed across all sections, and a third group of genes that was localized to the most vegetal part of the yolk sac in profiles 48–50. 

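In embryos 1, 2 and 3, 856, 931 and 1636 genes fell into profiles 1 to 8, which is 12.4%, 11.3% and 14.1% of the genes sorted. Profiles 48 to 50 held 183, 235 and 356 genes, or 2.66%, 2.85% and 3.06%. All other profiles held 5853, 7075 and 9640 genes. Under a rule that mirrors the vegetal one, with profiles 1 to 5 in all embryos and 1 to 3 in at least one, 87 genes were called animal, where 0.549 would be called if the embryos were independent. This count depended on embryo 3, since 132 genes were called without it.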

While the first group is likely an overlap between genes that had been localized to the animal pole before fertilization and transcripts that are transported by non-specific cell-directed cytoplasmic streaming upon fertilization^30^, the third group corresponds to a distinct set of transcripts that are specifically transported and retained at the vegetal pole^31^.

**Fig. 2:**
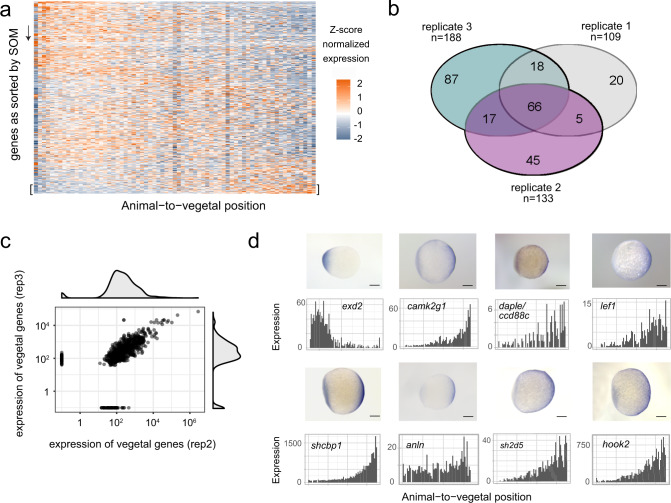
Systematic identification of mRNA localization patterns. **a** Heatmap representation of *z*-score normalized expression per section in a zebrafish one-cell stage embryo. Genes on the *y*-axis as sorted into profiles 1–50 by SOM (self-organizing map), spatial position in the embryo on the *x*-axis. **b** Vegetally localized genes per sample (profiles 48–50). **c** Expression correlation of vegetally localized genes between two replicates. Genes on the axes are only detected in one sample. **d** Comparison of tomo-seq and whole-mount in situ hybridization for selected newly described vegetally localized genes, as well as the animally localized gene *exd2*. Scale bars are 200 µm.

Since vegetally localized genes have been reported to play major roles in early development, especially in germ cell development and dorsoventral axis specification^32,33^, and since this group of genes exhibited the most pronounced and reproducible spatial pattern in the one-cell stage embryo (Supplementary Fig. 2), we decided to investigate it in more depth. 

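The genes in profiles 48 to 50 were compared between the embryos. Embryos 1 and 2 shared 100 of them, embryos 1 and 3 shared 109, and embryos 2 and 3 shared 123. The overlap of all 3 embryos held 90 genes, and 0.108 genes would overlap if the embryos were sorted independently. A further 64, 102 and 214 genes fell into these profiles in embryo 1, 2 or 3 alone. The overlap moved the most when genes were sorted by the mean position of their counts instead of the map, which left 12 genes.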

We compared vegetally localized genes in profiles 48–50 between three replicates and found an overlap of 66 genes (Fig. 2b). A subset of the localized genes was not detected in one of the replicates (Fig. 2c), which was likely due to the overall low expression of these genes. 

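Of the 532 genes in profiles 48 to 50 of at least 1 embryo, 257 were below the limit of 5 counts in one section in at least one of the embryos. This was the case for 237 genes in embryo 1, 170 in embryo 2 and 9 in embryo 3, which is the order of the depths of the libraries. A total of 13 genes had no count at all in an embryo. The median gene below the limit had 157 counts over the embryos, compared to 3159 for the genes above it in all embryos and to 3584 for all genes above the limit.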

Another subset of genes that was defined as vegetally localized in one sample, was detected just below the threshold, in profiles 46 and 47, in another replicate (Supplementary Fig. 2). 

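Profiles 46 and 47 held 221, 256 and 322 genes in embryos 1, 2 and 3. Of the 275 genes in profiles 48 to 50 of at least one embryo that were above the count limit in all embryos, 72 lay in profile 46 or 47 of another embryo, and 28 of these lay in profiles 46 to 50 of every embryo.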

Since manual inspection revealed that these genes had expression traces similar to genes previously annotated as vegetal (examples in Supplementary Fig. 2), we decided to demand a vegetally localized gene to be in profiles 46–50 in all replicates, and in profile 48–50 in at least one of the replicates. With these criteria, we defined 97 genes to be localized vegetally, which increases the number of known vegetal genes by about tenfold (see Supplementary Dataset 2 for genes and references). Moreover, this list includes all genes that to our knowledge have previously been shown to localize vegetally. 

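Under these criteria 118 genes were called vegetal here, which is 1.79% of the 6592 genes sorted in every embryo, compared to 0.797 genes if the embryos were independent. Of the list in Supplementary Dataset 2, 95 genes were matched to the tables, and 84 of these were called. The call set moved the most when genes were sorted by the mean position of their counts, which called 17 genes, and when all sections were kept, which called 46.
In the comparison of regions, 402 genes were higher in the vegetal region and 2652 in the animal region out of 9662 genes tested (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05), so that 13.2% of the calls were vegetal. This split rested on the scaling. With TMM factors, 954 genes were higher in the vegetal and 902 in the animal region (51.4% vegetal), and with DESeq2 619 and 429 (59.1% vegetal). The median log2 fold change of all genes was −0.29 with the totals of the regions and −0.02 with TMM factors. Without embryo 3, 208 vegetal and 1258 animal genes were called. Outside the genes named in the paper's text and figures, the largest vegetal changes were those of vrtn with a log2 fold change of 3.04 (standard error 0.16, adjusted p = 2.3e-13 in edgeR's quasi-likelihood test), si:dkey-121h17.7 with 2.94 and sulf1 with 2.86. Of these, vrtn and sulf1 are in Supplementary Dataset 2. The largest animal changes were those of ENSDARG00000101840 with −6.29 (standard error 0.63), ENSDARG00000079546 with −3.30 and ccdc102a with −3.21. ENSDARG00000101840 had few counts in the vegetal region, and its value lay between −8.78 and −5.37 with each embryo left out in turn. Each of these genes changed in the same direction in 3 of 3 embryos. From the profiles of all replicates, the paper defines its list of vegetal genes, and it states that the list adds to the vegetal genes known before.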

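All of the 6 genes that Supplementary Dataset 2 lists with a reference were called vegetal here, namely dazl, celf1, grip2a, hook2, sybu and wnt8a. sybu (chromosome 16) had 78.3% ± 8.88 of its level in the vegetal region (SD, n = 3 embryos) and a log2 fold change of 2.76 (standard error 0.15, adjusted p = 5.4e-13 from edgeR's quasi-likelihood test). dnd1, a germ cell factor on chromosome 14, lay on average in profile 48 and had a log2 fold change of 0.86 (standard error 0.15, adjusted p = 0.00012 in the same edgeR test). buc, a germ plasm gene on chromosome 2, lay on average in profile 23 and had a log2 fold change of −0.46 (standard error 0.14, adjusted p = 0.017 in the same edgeR test). The call of buc was lost with TMM factors, with DESeq2 and without embryo 2 or embryo 3.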

We validated seven genes from this list, together with the animally localized gene *exd2*, by whole-mount in situ hybridization (Fig. 2d). 

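The genes of Fig. 2d were in the vegetal region to 72.2% ± 3.47 for camk2g1 (chromosome 12), 60.1% ± 6.61 for ccdc88c (chromosome 17), 70.0% ± 1.78 for lef1 (chromosome 1), 70.6% ± 4.65 for shcbp1 (chromosome 7), 62.8% ± 15.4 for anln (chromosome 19), 68.7% ± 3.97 for sh2d5 (chromosome 11) and 70.8% ± 0.483 for hook2 (chromosome 3; SD, n = 3 embryos for each). The reads of hook2 were counted together for 2 gene identifiers. The log2 fold change was largest for lef1 with 2.86 (standard error 0.16, adjusted p = 1.1e-12 in edgeR's quasi-likelihood test) and smallest for anln with 1.50 (standard error 0.20, adjusted p = 2.7e-06 in the same edgeR test), and each gene was higher in the vegetal region in 3 of 3 embryos. For anln, leaving out each embryo in turn gave values between 1.04 and 1.86. The animal gene exd2 (chromosome 17) had 75.7% of its level in the animal region and 7.03% ± 5.13 in the vegetal region. Its log2 fold change was −3.28 (standard error 0.23, adjusted p = 5.5e-11 in the same edgeR test), and it was lower in the vegetal region in 3 of 3 embryos.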

In summary, tomo-seq allowed us to determine subcellular RNA localization in the one-cell stage zebrafish embryo on the transcriptome-wide level, which led to the identification of 97 genes that are specifically localized at the vegetal pole.

### Single-cell RNA labeling in early zebrafish embryos

To better understand the role of the vegetally localized genes in early development, it is important to follow the fate of maternal transcripts over time, in order to find out to which cell types they later contribute. Since the vegetal pole is an extraembryonic position, it is not clear a priori where the vegetal transcripts are later transported. The first major embryonic cell type decisions occur at gastrulation, which in the zebrafish happens at ~6 h post fertilization (h.p.f.)^34^. Zygotic transcription starts at ~3 h.p.f., and gastrulation stages are characterized by a coexistence of maternal and zygotic transcripts. It is therefore crucial to distinguish maternal transcripts of localized genes from zygotic expression of the same genes. We hence decided to develop an approach to distinguish maternal and zygotic transcripts transcriptome-wide and on the single-cell level. Our method is based on single-cell RNA metabolic labeling (scSLAM-seq^23^), which enables us to distinguish maternal and zygotic transcripts by incorporation of the nucleotide analog 4-thiouridine (4sU). After a chemical derivatization step using iodoacetamide (IAA), labeled uridines are detected as T-to-C mutations upon sequencing^35^ (Fig. 3a). Several approaches for RNA labeling in single cells have been introduced recently^23–28^. However, these approaches are limited to cultured cells and have not been applied to live vertebrate embryos yet. Furthermore, they are mostly plate-based and (with the exception of Qiu et al.^27^) not compatible with high-throughput scRNA-seq by droplet microfluidics. In order to study embryonic development, and to also capture rare cell types, such as germ cells, it was crucial to overcome these limitations. We therefore developed a scSLAM-seq protocol that does not require cell lysis prior to IAA derivatization, which allowed us to load intact cells for droplet microfluidics scRNA-seq (Fig. 3a and “Methods” section). To do so, cell membranes are permeabilized for IAA uptake by methanol fixation (Supplementary Fig. 3). Compared to cultured cells, a major challenge in live embryos is to deliver the labeling reagent into the cells. Indeed, we found that the addition of 4sU into the water did not yield high labeling efficiencies (Supplementary Fig. 3). In bulk experiments, injection of 4-thiouridine-triphosphate (4sUTP) into one-cell stage zebrafish embryos has been used successfully for studying maternal-to-zygotic transition^36^. Using the triphosphate 4sUTP has the additional advantage that the nucleotide analog is available immediately for incorporation into RNA without relying on further metabolic conversion. We observed efficient RNA labeling and successful conversion with IAA on bulk RNA upon 4sUTP injection (Supplementary Fig. 3). We then proceeded to prepare single-cell suspensions at 50% gastrulation, fixed the cells with methanol, and converted 4sUTP to a cytosine analog in intact cells (Fig. 3a and Supplementary Fig. 3). 

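In scSLAM-seq, embryos are injected with 4sUTP, a uridine analog that is built into RNA made after the injection and that is read as cytosine after a chemical conversion. The library analyzed here came from 10 embryos injected with 4 nl of 12.5 mM 4sUTP and dissociated at 6 h.p.f. The authors counted a transcript as labeled when its reads carried more than 1 T-to-C change at bases of high quality, and they deposited a matrix of labeled and a matrix of unlabeled UMI counts with 32520 genes. Unlabeled counts stand for maternal RNA and labeled counts for RNA made in the embryo. Of 737280 barcodes, 7460 had at least 150 genes with an unlabeled count, and 6847 had at least 150 genes with a labeled and at least 150 with an unlabeled count. These 6847 barcodes were taken as cells.
The cells held 8498000 labeled and 12959939 unlabeled counts. The median cell held 1139 labeled and 1778 unlabeled counts, and in sum 2984, with the 10th and the 90th percentile at 1171 and 4909. A further 23.7% of all counts lay in 419989 barcodes that were not taken as cells and held a median of 2 counts. There was 1 library, so the cells were not treated as replicates. No test was made between cell classes, and the intervals given are exact (Clopper-Pearson for shares, Poisson for counts) and cover counting error only.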

We then sequenced a total of 7472 cells with 10× Genomics Chromium, and analyzed the data with custom code (see “Methods” section). Comparison of mutation rates in 4sUTP injected embryos with control samples confirmed that the T-to-C mutation rate is increased strongly and specifically (Fig. 3b). We found that the 4sUTP treatment resulted in a bimodal distribution of the T-to-C mutation frequency per gene (Fig. 3c), suggesting a good separation of labeled and unlabeled reads. The observed labeling efficiency of 5% corresponds to a low false negative rate of ~1% of unlabeled zygotic transcripts (“Methods” section), which demonstrates that we can reliably distinguish maternal and zygotic transcripts.

**Fig. 3:**
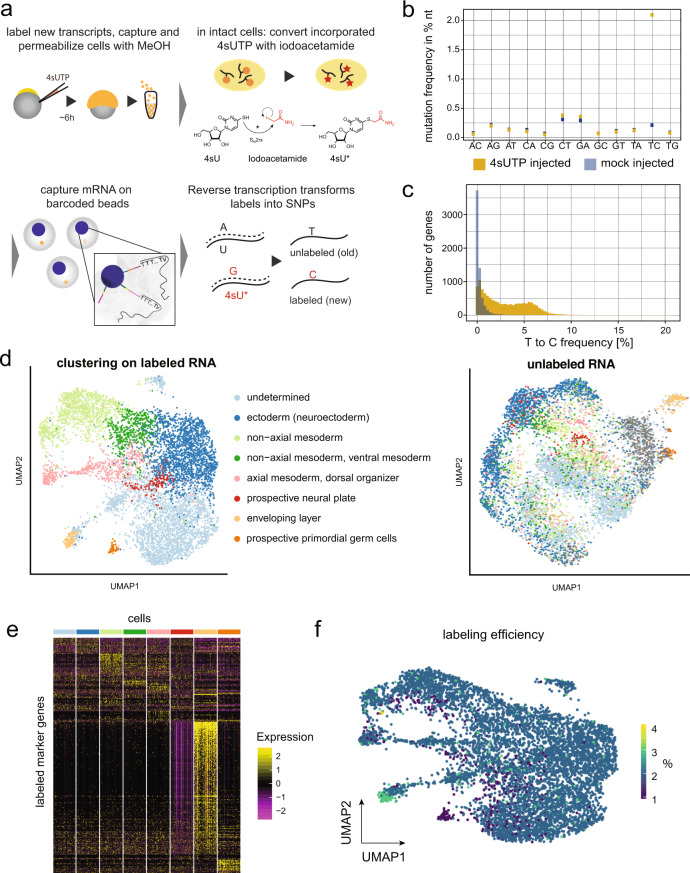
Single-cell RNA labeling in early zebrafish embryos. **a** Schematic representation of the protocol: 4sUTP (4-thiouridine-triphosphate) injection into zebrafish one-cell stage embryos, dechorionation, dissociation into single cells at gastrulation stage, and MeOH (methanol) fixation (see “Methods” section). Incorporated 4sUTP is converted in a SN2 reaction with iodoacetamide into a cytosine analog. The single-cell solution is then loaded onto 10× Genomics Chromium, and chemical labels lead to T-to-C conversions during reverse transcription. **b** Nucleotide mutation frequencies of a scSLAM-seq library after injecting 4sUTP or Tris and quality filtering of the data. **c** Histogram of T-to-C mutations in 4sUTP- and Tris-injected embryos. **d** UMAP representation of cells based on labeled RNA (left side) and unlabeled RNA (right side). For the latter, we imposed cell identities as determined on the basis of labeled RNA. **e** Marker gene expression of labeled cells in different cell types (color code as in **d**). Cell number per cluster was downsampled to equal numbers. **f** Transcript labeling efficiency in single cells in percent, projected on the UMAP representation for labeled RNA.

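The labeled counts of each cell were scaled to 10000 and log-transformed, and the 2000 most variable genes, 30 principal components and a graph of 20 nearest neighbors entered Leiden clustering at a resolution of 1. This gave 15 clusters. A cluster was named for a cell type when at least 3 of the marker genes listed for that type, counted on labeled and unlabeled RNA, were raised in it by a log2 ratio of at least 0.5, and the names carry the ending -like for this reason. Named clusters held 51 PGC-like, 133 enveloping layer-like, 830 non-axial mesoderm-like, 307 ventral mesoderm-like, 640 axial mesoderm-like, 1016 neuroectoderm-like and 232 endoderm-like cells, and 3638 cells remained unnamed. The unnamed cells included a cluster of 327 cells led by enveloping layer genes that had a median of only 702 counts per cell. The number of clusters was 12 at a resolution of 0.6 and 34 when barcodes with 50 labeled and 50 unlabeled genes were let in.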

Unsupervised clustering of cells, using the information of the labeled mRNA, resulted in eight cell clusters (Fig. 3d) with defined marker gene expression (Fig. 3e, and Supplementary Datasets 3 and 4). We then clustered cells based on their unlabeled mRNA (Fig. 3d), and imposed cell identities as defined based on labeled mRNA. 

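How well each kind of RNA set the classes apart was measured by the share of the 20 nearest neighbors of a cell that belonged to its own class. This share was 97.4% on labeled and 82.2% on unlabeled RNA for enveloping layer-like cells, which made up 1.94% of the cells, and 50.8% and 52.7% for PGC-like cells, which made up 0.745%. On unlabeled RNA it fell to 8.30% for endoderm-like, 10.8% for ventral mesoderm-like, 15.5% for axial mesoderm-like and 23.3% for non-axial mesoderm-like cells, from 76.1%, 51.0%, 75.5% and 86.3% on labeled RNA. For neuroectoderm-like cells it was 83.3% and 47.7%. The neighbor share of PGC-like cells depended on depth, since it was 23.1% on unlabeled RNA when the counts of both kinds were thinned to the same number in each cell, compared to 73.1% for enveloping layer-like cells. Clustering on unlabeled RNA gave 10 clusters. Among the PGC-like cells, 76.5% fell into one of these, and among the enveloping layer-like cells 90.2% did.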

As expected, clustering based on unlabeled (maternal) mRNA separated cell types much less than clustering on labeled (zygotic) RNA, with the notable exception of the enveloping layer and the primordial germ cells (PGCs). These two cell types had the most distinct marker gene signature (Fig. 3e and Supplementary Dataset 3), and the cells of the enveloping layer were characterized by a particularly high labeling rate (Fig. 3f), which indicates high transcriptional or proliferative activity. 

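Over all cells, 39.6% of the counts were labeled. The share was 45.6% in enveloping layer-like cells (95% interval 45.4% to 45.7%, Clopper-Pearson), with 44.3% in the median cell. It was 46.8% in neuroectoderm-like cells (interval 46.8% to 46.9%), with a median cell at 47.2%. Ventral mesoderm-like cells had 43.2%, axial mesoderm-like cells 40.7%, non-axial mesoderm-like cells 39.8% and endoderm-like cells 37.2%. The cluster of low counts led by enveloping layer genes had 41.1%, and counting it with the enveloping layer-like cells lowered their share to 44.0%. Mitochondrial genes took 5.52% of the labeled and 3.01% of the unlabeled counts. Cells were also thinned to 1000 counts each, a setting that kept 6326 cells and left out 521. The share of enveloping layer-like cells was then 43.2% over 127 cells, the furthest it moved under any alternative. That of ventral mesoderm-like cells was 43.2% as well, over 300 cells.

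**Figure D2:**
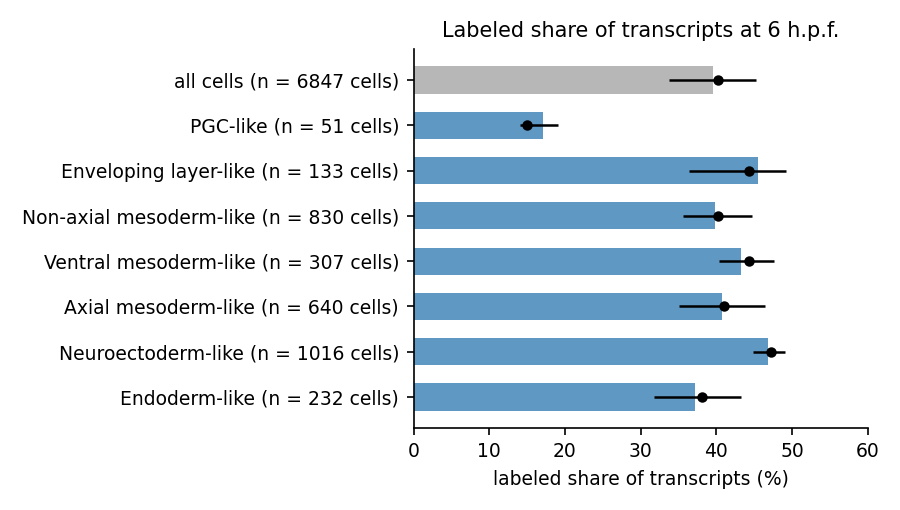
Labeled share of the counts in percent for each cell class at 6 h.p.f., with bars for the summed counts, points for the median cell and lines from the 25th to the 75th percentile of the cells. For the summed counts, neuroectoderm-like and enveloping layer-like cells have the highest shares. The median cell is at 44.3% in both ventral mesoderm-like and enveloping layer-like cells, and PGC-like cells have the lowest shares by either measure.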

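In the 51 PGC-like cells, 17.1% of the counts were labeled (95% interval 16.97% to 17.2%, Clopper-Pearson), and the median cell had 15.0%. This was the lowest share of any cluster, and the next lowest was 29.2% in an unnamed cluster of 707 cells. Other cells matched on total counts, 20 for each PGC-like cell, had 41.9%, a comparison chosen after the shares had been seen. Gene by gene, 2459 genes could be compared, and 92.2% of them had a lower labeled share in PGC-like cells than in the other cells. Mitochondrial transcripts, which are not made in the nucleus, were labeled to 52.7% in PGC-like and to 54.7% in the other cells.
The 51 cells were not alike. Split by the summed counts of nanos3, dnd1, ca15b and tdrd7a, a division made after the cells had been seen, 12 of them held 7 to 282 of these counts and 39 held 0 to 3. The labeled share was 27.2% in the 12 cells (interval 26.8% to 27.5%; single cells 18.7% to 38.3%) and 14.8% in the 39 cells (interval 14.7% to 15.0%; single cells 12.6% to 21.1%). Of the counts of nanos3 in the PGC-like cells, 630 lay in the 12 cells and 11 in the 39 cells. A further 8 cells with at least 5 counts of these genes lay in other clusters.

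**Figure D3:**
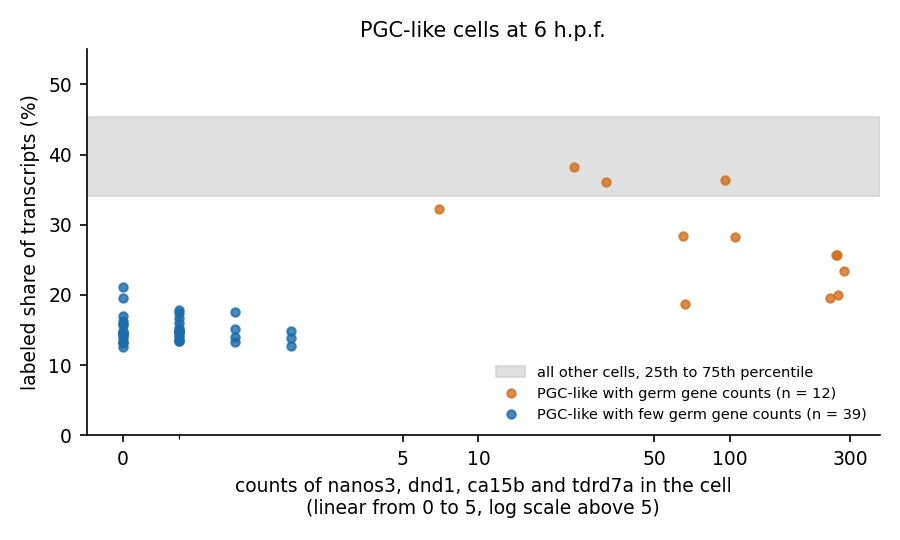
Labeled share of the counts of each PGC-like cell in percent against its summed counts of nanos3, dnd1, ca15b and tdrd7a (linear from 0 to 5, then logarithmic), with 12 cells above and 39 below 5 counts. The gray band spans the 25th to the 75th percentile of all other cells, 34.0% to 45.4%, and only cells with counts of these genes reach it.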

The PGCs, on the other hand, display the lowest labeling rates among all cells at this developmental stage (Fig. 3f), in agreement with reports that show very slow increase of prospective PGCs before gastrulation^37,38^.

### Tracking the fate of maternal transcripts by scSLAM-seq

Next, we set out to assess if any of the maternal, vegetally localized genes were overrepresented in specific cell types. At 6 h.p.f., we still detected unlabeled RNA for 91 of the 97 genes that were localized at the one-cell stage. 

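Of the list in Supplementary Dataset 2, 95 genes were matched to the genes of the single-cell library by name, and 93 of these had at least one unlabeled count in the cells.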

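The legend of Fig. 4a gives an expression cutoff of 0.1 transcripts per cell. Taken as the mean of unlabeled counts over all cells, this cutoff kept 19 of the matched genes and 1906 genes in all. At 0.05 it kept 30 genes of the list, at 0.2 it kept 9, and at 0.02, a value chosen after the data had been seen, it kept 46. The fold change of a gene is the mean of its unlabeled counts in a class, scaled to 10000 per cell, divided by the same mean in all other cells. Over the 19 genes, Spearman's correlation with the PGC fold changes that the paper reports in Supplementary Dataset 2 was 0.981, and the median ratio of the values was 1.02.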

We filtered out lowly expressed genes, and for the remaining 47 genes, we calculated the expression fold change for each of the cell types compared to all other cell types (Fig. 4a and Supplementary Fig. 4). We found that the vegetally localized genes were significantly enriched in PGCs (*p* value = 4.67 × 10^−5^), with 28 of them being marker genes of that particular cluster (Supplementary Dataset 4). 

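In PGC-like cells, 10 of the 19 genes above the cutoff had a fold change above 1, and 5 had one of at least 2, compared to 13.2% of all 1906 genes. The largest fold changes were those of ppp1r3b with 14.8 from 169 unlabeled counts (95% Poisson interval 12.7 to 17.2), krtcap2 with 6.74 from 76 counts (5.31 to 8.44), rtn4a with 4.60 from 117 counts (3.80 to 5.51), mob1bb with 3.24 from 48 counts (2.39 to 4.29) and ube2q2 with 3.04 from 46 counts (2.22 to 4.05). celf1 was lower in PGC-like cells, at 0.526 from 16 counts (0.301 to 0.854).
The median log2 fold change of the list was 0.07. It lay at the 60.3 percentile of 10000 random lists of genes with a matched mean expression, whose medians ran from −0.47 to 0.51 in their middle 95%. The list median was 0.20 in non-axial mesoderm-like and 0.35 in endoderm-like cells, both at the 100 percentile, −0.27 in enveloping layer-like cells at the 48.1 percentile, −0.44 in neuroectoderm-like cells at the 0.38 percentile, −0.21 in ventral mesoderm-like cells at the 2.28 percentile and 0.05 in axial mesoderm-like cells at the 97.4 percentile. In PGC-like cells the value moved the most with raw mean counts per cell, which gave 1.26 at the 35.7 percentile. In the 12 PGC-like cells with at least 5 counts of germ genes, a division made after the cells had been seen, it was −0.94 over 16 genes, since ppp1r3b, krtcap2 and ube2q2 fall below the cutoff once the other 39 cells are left out. Their fold changes in the 12 cells were 1.17, 15.8 and 2.27. With the cutoff taken over all cells, the median in the 12 cells was −0.70 over the 18 genes that could be placed at the one-cell stage. In all PGC-like cells it was −0.52 over 9 genes at the 11.2 percentile with the cutoff at 0.2, and 1.03 over 46 genes at the 99.6 percentile with the cutoff at 0.02, which was chosen after seeing the data. These 46 genes are all among the 47 with fold changes in Supplementary Dataset 2. With random lists also matched on the drop from the one-cell stage to 6 h.p.f., the list lay at the 87.7 percentile with the cutoff at 0.02 and at 74.5 with 0.1. From the fold changes of the list, the paper concludes that vegetal transcripts are enriched in PGCs and that many of them are later transported there.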

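A single normal distribution and a mixture of 2 normal distributions were fitted to the log2 fold changes of the 19 genes in PGC-like cells. The Bayesian information criterion, which is lower for the better description, was 71.4 for the single distribution and 72.1 for the mixture. For the 46 genes above 0.02 counts per cell, a cutoff chosen after the data had been seen, it was 165 and 170. These fits describe the genes of one library.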

The logarithmic fold enrichment of vegetal genes in PGCs follows a bimodal distribution (Fig. 4b, dashed line), suggesting two subpopulations of vegetal genes. Indeed, we can deconvolve the bimodal distribution into two normal distributions, where one resembles the distribution of randomly sampled genes (Fig. 4b light blue and gray), while the other has a significantly higher mean fold change (Fig. 4b dark blue, *p* value = 1.7 × 10^−4^), suggesting a role of these genes in germ cell specification or development. 

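In the mixture, one distribution had a mean log2 fold change of −0.32 (SD 0.551) and a weight of 0.690, and the other a mean of 2.14 (SD 1.04) and a weight of 0.310. On the natural log scale the higher mean was 1.48. With 46 genes, the means were −0.26 and 1.89.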

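The unlabeled RNA of the genes of Fig. 4c was seen in a larger share of PGC-like cells than of any other named class. At least one count was found for ppp1r3b in 70.6% of the PGC-like cells and in 6.26% to 8.27% of the cells of the other classes, and for krtcap2 in 60.8% and in 6.51% to 12.0%. For sh2d5 the shares were 45.1% and 0.0984% to 1.50%, for itpkca 33.3% and 0.862% to 2.34%, for ndel1b 27.5% and 0.984% to 4.51%, and for anln 21.6% and 2.46% to 4.74%. The median cell held 3367 unlabeled counts in the PGC-like class and 1653.5 to 2270 in the others, a difference that is smaller than that of the shares. The fold changes were 57.4 for sh2d5 (49 counts), 13.6 for itpkca (38 counts), 7.93 for ndel1b (22 counts) and 4.95 for anln (25 counts), and these genes lay below the expression cutoff. Of the germ cell factors, h1m was 15.0 (430 counts), dnd1 204 (317 counts) and buc 55.6 (105 counts).
These counts came from different cells. The 39 PGC-like cells with few counts of nanos3, dnd1, ca15b and tdrd7a held 47 of the counts of sh2d5, all 38 of itpkca, 102 of buc and 2 of dnd1, and the other 12 cells held 2, 0, 3 and 315. krtcap2 was raised in both groups, with a fold change of 3.95 in the 39 cells and 15.8 in the 12 cells. h1m had 14.1 and 17.8.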

We show the average expression at 6 h.p.f. for some of the new candidates (*sh2d5*, *itpkca*, *ndel1b*, *anln*, *krtcap2*, and *ppp1r3b*) in Fig. 4c, next to the remaining maternal expression of well-established germ cell factors (Fig. 4d). In summary, our scSLAM-seq analysis revealed that a large number of the vegetally localized transcripts are later transported to PGCs, thereby allowing us to identify a set of novel candidate genes with a potential function in germ cell specification and differentiation.

**Fig. 4:**
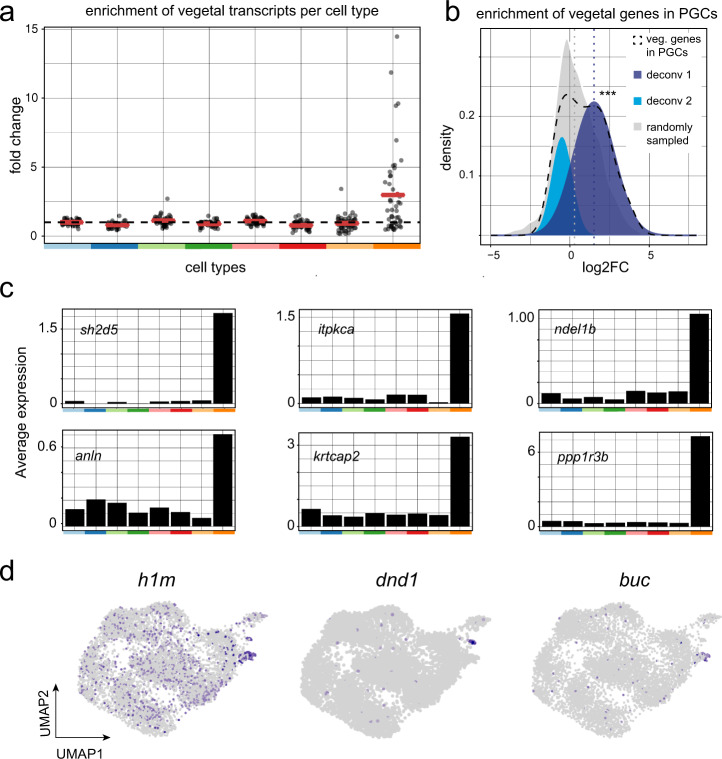
Tracking the fate of maternal transcripts by scSLAM-seq. **a** Fold change enrichment of maternal vegetally localized genes in the different cell types versus all other cells (color code as in Fig. 3d). Genes with an average expression <0.1 transcripts/cell were excluded from this analysis. Red bars represent mean values. **b** Deconvolution of the bimodal distribution of vegetally localized genes in PGCs (black dashed line) into two normal distributions (light and dark blue). The mean value of the dark blue distribution is significantly higher than that of a randomly sampled distribution (*m*_gray_ = 0.4, *m*_dark blue_ = 1.52, *p* value = 1.7 × 10^−4^, Welch’s *t* test, one-sided). **c** Average expression of most highly enriched genes in PGCs in different cell types (color code as in Fig. 3d). **d** Unlabeled RNA expression of established germ cell markers on a UMAP representation.

While the main goal of our scSLAM-seq analysis was to track the vegetally localized maternal genes, our dataset can also give insight into all other maternal genes. We therefore expanded the enrichment analysis in Fig. 4a from vegetally localized genes to all maternal transcripts. 

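Of the 1906 genes with at least 0.1 unlabeled counts per cell, 84.6% had a fold change of at least 2 in no named class. In PGC-like cells 251 genes reached this value and 70 genes reached 4, which is 3.67% of the genes. In enveloping layer-like cells 42 genes (2.20%) reached 2 and 6 genes reached 4. The count was 18 in neuroectoderm-like, 4 in ventral mesoderm-like, 2 in endoderm-like, 1 in axial mesoderm-like and 0 in non-axial mesoderm-like cells. Small classes have larger counting error, which widens the spread of fold changes in the 51 PGC-like cells. The largest fold changes in PGC-like cells were those of ca15b with 171 (546 counts, 95% Poisson interval 157 to 186), nanos3 with 152 (641 counts, 141 to 164), mid1ip1l with 29.8 (444 counts), sod1 with 23.6 (246 counts) and orc6 with 22.9 (201 counts). Of the counts of mid1ip1l, 426 lay in the 39 cells with few counts of nanos3, dnd1, ca15b and tdrd7a. In enveloping layer-like cells the largest were krt96 with 179 (1112 counts), krt92 with 135 (582 counts), zgc:193505 with 134 (902 counts), krt18a.1 with 100.3 (714 counts) and si:dkey-87o1.2 with 11.7 (210 counts). Outside PGC-like cells, krt18a.1 had 5543 labeled and 903 unlabeled counts, zgc:193505 5444 and 1063, and krt92 2375 and 688. For si:dkey-87o1.2 they were 1961 and 793, whereas krt96 had 510 and 1240. Whether RNA made in the embryo but left unlabeled adds to these unlabeled counts was not tested. krt92 is also on the marker list that names the class.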

We observed that the majority of maternal transcripts are not enriched in any specific cell type, but for a small fraction of genes we found an enrichment of maternal transcripts in PGCs, and to a lesser degree also in enveloping layer cells (Supplementary Fig. 5).

Furthermore, we investigated the potential involvement of maternal factors in cell–cell interactions. We first identified ligand–receptor pairs between cell types in our scSLAM-seq data, using two different computational methods (CellChat and CellPhoneDB, see “Methods” section). In both approaches, we found that none of the remaining 47 vegetal genes are involved in annotated ligand–receptor interactions, suggesting that the role of maternal vegetal genes is mostly related to cell specification (in particular specification of PGCs), and not so much to cell–cell communication. When analyzing all genes, CellChat identified several potential cell–cell interactions. However, expression of the involved ligands and receptors was mostly zygotic, and we did not detect any interactions between PGCs and other cell types (Supplementary Fig. 5). While the results of our CellPhoneDB analysis were generally similar, we additionally also observed several maternal ligands and receptors in PGCs, with potential interaction partners in a variety of cell types (Supplementary Fig. 6). This discrepancy between the two computational approaches is probably due to differences in the underlying ligand–receptor databases.

### Evolutionary conservation of vegetal mRNA localization

We next decided to determine the conservation of germ cell factors by comparing vegetally localized genes in zebrafish and *Xenopus*. Our choice of *Xenopus* was motivated by reports showing that 3′ untranslated region (UTR) sequences of a zebrafish germ plasm gene can drive transcript localization in frog oocytes^39^, and furthermore that the localization machineries of two different *Xenopus* species, *X. tropicalis* and *X. laevis*, are functionally overlapping^39,40^, which suggests that RNA localization is driven by common *cis*-regulatory elements. *Xenopus* as well as zebrafish use the vegetal pole to store factors for germ cell specification and dorsoventral axis determination^41,42^, which additionally suggests functional similarity despite a considerable evolutionary distance (Fig. 5a). However, it is important to point out that there are major structural differences between zebrafish and *Xenopus* embryos: zebrafish have one big yolk cell, with all blastomeres positioned at the animal pole. In contrast to this, the yolk cell is subdivided during cell division in *Xenopus*. 

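Tomo-seq data of 2 mature oocytes of X. laevis and 2 of X. tropicalis were analyzed. The authors deposited a table of counts in whole numbers per gene and section for each oocyte, which were taken as UMI counts. The tables had 30169 and 28767 gene entries for X. laevis and 15952 and 15496 for X. tropicalis. The tables held 96 sections, and 94 for X. tropicalis oocyte 2. The counts summed to 29227123 and 33187809 for X. laevis oocytes 1 and 2 and to 20460221 and 13305606 for X. tropicalis oocytes 1 and 2. Spike-in counts were 2, 14446, 115825 and 0 in the same order, and the spike-in filter of the methods kept no section of these oocytes. Sections with at least 10% of the median section total were kept, which gave 62 and 72 sections for X. laevis and 71 and 69 for X. tropicalis. The sorting into profiles and the comparison of regions were done as for zebrafish, with the oocyte as a block. Each fit rests on 2 oocytes and therefore on 1 residual degree of freedom per gene besides the estimate shared by all genes. The animal regions held 10825793 and 9866910 counts in X. laevis and 9681687 and 4744380 in X. tropicalis, and the vegetal regions 4043790, 6728910, 2193297 and 1751962. Gene copies of X. laevis are marked L and S, and reads of near-identical copies could have been counted on either one.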

Since existing *Xenopus* datasets are derived from pooled samples and do not provide a comparable spatial resolution^43–45^, we decided to produce tomo-seq datasets of mature oocytes from *X. tropicalis* and *X. laevis*, with two replicates for each species (10 µm resolution for *X. tropicalis*, and 16 and 18 µm resolution for *X. laevis*).

**Fig. 5:**
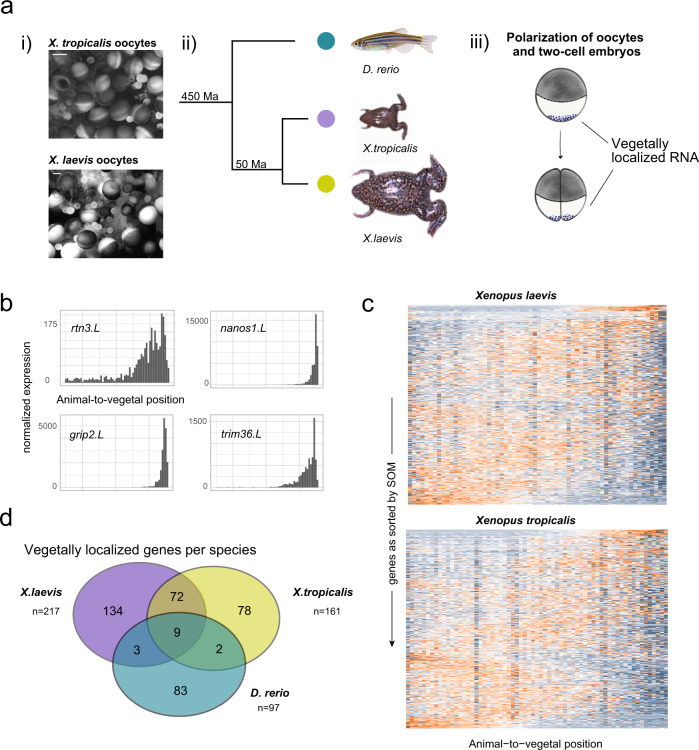
Evolutionary conservation of vegetal mRNA localization. **a** (i) Light microscopy view of whole oocyte lobes from *X. laevis* and X. *tropicalis* before dissociation for one of the two replicates. Scale bar are 500 µm. (ii) Phylogenetic distance of *Xenopus* species and zebrafish as described in ref. ^74^ (Ma: million years). (iii) Deposition of germ plasm and dorsal factors (as purple dots) in *Xenopus* oocytes and after first cell division. **b** Tomo-seq tracks of vegetally localized genes *rtn3.L*, *nanos1.L*, *grip2.L*, and *trim36.L* in *X. laevis*. **c** Heatmap of *z*-score normalized expression per section in *Xenopus* oocytes. Genes on the *y*-axis as sorted into profiles 1–50 by SOM (self-organizing map), spatial position on the *x*-axis. **d** Overlap of vegetally localized genes in zebrafish and *Xenopus* species, considering only genes that were expressed in all three species at the respective developmental stage.

After excluding lowly expressed genes and normalizing to the same number of transcripts per section, we recovered known localization patterns for important developmental factors (Fig. 5b). 

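In X. laevis the vegetal region held 75.9% ± 3.33 of the normalized level of rtn3.L, 98.8% ± 0.745 of nanos1.L, 99.4% ± 0.219 of grip2.L and 95.2% ± 0.512 of trim36.L (SD, n = 2 oocytes). The log2 fold change between the vegetal and the animal region was 3.13 for rtn3.L (standard error 0.15, adjusted p = 2.4e-95 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 6.22 for trim36.L (standard error 0.17, adjusted p = 1.5e-273 in the same edgeR test). It was 8.07 for nanos1.L and 7.68 for grip2.L. For nanos1.L the single oocytes gave 6.83 and 8.97, a spread well above the standard error of 0.19. All of them were higher in the vegetal region in 2 of 2 oocytes. The middle region held the largest share of the counts in 3 of the 4 oocytes, with 49.4% ± 0.429 in X. laevis and 46.3% ± 6.50 in X. tropicalis. In X. tropicalis oocyte 1 the animal region held more, with 47.5% against 41.7%. The mean share of the animal region was 33.5% ± 5.07 and 41.7% ± 8.25, and that of the vegetal region 17.1% ± 4.64 and 12.0% ± 1.75 (SD, n = 2). In X. laevis oocyte 2, the median animal section held 1.64 times the counts of the median vegetal section. Per count of spike-in RNA this ratio was 0.70, from medians of 186.5 and 122.5 spike-in counts. In X. tropicalis oocyte 1 the ratios were 6.28 and 5.99. The other oocytes gave no ratio per spike-in count.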

As before, we calculated cumulative expression patterns and clustered them with self-organizing maps (SOM; Fig. 5c, Supplementary Fig. 7, and Supplementary Datasets 5 and 6). In *X. tropicalis*, we found 151 genes to be localized animally (1.5%) and 161 to be localized vegetally (1.6 %), for *X. laevis* we identified 245 genes localized to the animal pole (1.9%) and 216 genes to the vegetal pole (1.7%; genes in Supplementary Dataset 7). 

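In X. tropicalis 299 genes were called animal (3.16%) and 232 vegetal (2.45%) out of 9452 genes sorted in both oocytes, where 31.8 and 14.3 would be called if the oocytes were independent. In X. laevis 523 genes were called animal (3.43%) and 305 vegetal (2.00%) out of 15237 genes, compared to 52.2 and 21.2. Spearman's correlation of the profile number between both oocytes was 0.634 across the genes of X. laevis and 0.587 across those of X. tropicalis, and genes are not independent replicates. When genes were sorted by the mean position of their counts, 33 animal and 19 vegetal genes were called in X. tropicalis and 65 and 21 in X. laevis. With all sections kept, 45 animal genes were called in X. laevis.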

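Genes were linked between the frog species by their symbols, with the L and S copies of X. laevis joined. Out of 5526 symbols that could be called in both species, 82 were vegetal in X. laevis and 125 in X. tropicalis, and 43 were vegetal in both, which is 52.4% and 34.4%. By chance 1.85 would be shared (odds ratio 72.1, one-sided Fisher's exact test, adjusted p = 4.8e-51, Benjamini-Hochberg over 4 overlaps). Of the animal genes, 243 and 163, the species shared 51, which is 21.0% and 31.3%, compared to 7.17 by chance (odds ratio 12.3, same exact test, adjusted p = 7.0e-31). These p treat genes as independent. The overlaps moved the most when all sections were kept, a setting added after the data had been seen, which left 1 vegetal and 1 animal gene shared.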

In accordance with a previous study^43^, the interspecies overlap of localized genes was relatively low for these two closely related frog species—30% for animally localized genes and 50% for vegetally localized genes. One important difference between high-resolution tomo-seq data and earlier studies of *X. laevis* and *X. tropicalis* is the identification of a distinct group of animally localized genes and their corresponding motifs (Supplementary Fig. 7). 

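The comparison of regions gave 3206 genes higher in the animal region and 2598 higher in the vegetal region of X. laevis out of 17336 genes tested, and 1691 and 912 in X. tropicalis out of 10268 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p below 0.05). The vegetal share of the calls was 44.8% and 35.0%. In X. tropicalis it was 45.0% with TMM factors and 45.8% with DESeq2. Outside the genes named in the paper's text and figures, the largest animal changes in X. laevis were those of LOC108701515 with a log2 fold change of −4.45, slc18a2.L with −3.89 (standard error 0.19, adjusted p = 1.2e-93 in edgeR's quasi-likelihood test) and LOC108715366 with −3.78. In X. tropicalis they were LOC100489276 with −5.84, ttc26 with −4.91 and smtn with −4.88 (standard error 0.25, adjusted p = 5.2e-19 in the same edgeR test). The largest vegetal changes were 6.68 for LOC108718903, 6.11 for LOC108712692 and 5.93 for LOC108704008 in X. laevis, and 7.87 for nanos1 (standard error 0.21, adjusted p = 6.1e-27 in the same edgeR test), 6.83 for ddx25 and 6.50 for klhl11 in X. tropicalis. Each of these genes changed in the same direction in 2 of 2 oocytes. Low counts in the region with less RNA limit some of these values. LOC100489276 had counts near 0 in the vegetal region, and the ratios of each oocyte alone gave −4.62 and −4.37. These ratios were not fits. A small constant was added to both regions, which makes large changes at low counts smaller. By the same ratios ttc26 came to −3.88 at the least, LOC108715366 to −3.04, LOC108718903 to 5.52 and LOC108712692 to 4.79.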

The existence of animally localized genes was previously controversial, since either very few (0.2%, Owens et al.^44^) or a large majority of genes (94.4%, Sindelka et al.^45^) were found to be enriched at the animal pole. This highlights the advantages of our robust high-resolution analysis of subcellular RNA localization. However, it is important to note that differences in data normalization and cutoff values also contribute to the different conclusions drawn in these studies.

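Zebrafish and frog genes were linked by symbol. Zebrafish and X. laevis shared 5 vegetal genes out of 44 and 31, compared to 0.487 by chance over 2800 symbols (odds ratio 13.5, one-sided Fisher's exact test, adjusted p = 9.5e-05). Zebrafish and X. tropicalis shared 11 out of 56 and 63, compared to 1.04 over 3389 symbols (odds ratio 15.4, same exact test, adjusted p = 3.9e-09). Out of 2535 symbols that could be called in each, 5 were vegetal in all 3 species, among them dazl, sybu and trim36. When the last letter of zebrafish paralogs was dropped, ctdspl and grip2 joined them, which made 7.
Genes of Table 1 were also followed by name. In X. laevis the log2 fold change between the vegetal and the animal region was 6.39 for dazl.L, 5.36 for sybu.S, 4.15 for ctdspl.L, 3.89 for camk2g.S, 1.98 for ppp1r3b.S, 1.97 for ppp1r3b.L and 1.69 for rnf41.S. ppp1r3b and rnf41 were not called vegetal by profile in X. laevis, because they lay no further than profile 47. In X. tropicalis the values were 7.35 for grip2, 6.15 for trim36, 5.20 for sybu, 4.24 for ctdspl, 4.04 for rnf41, 3.41 for ppp1r3b, 2.90 for dazl and 2.47 for camk2g. In zebrafish they were 0.99 for ppp1r3b (standard error 0.20, adjusted p = 0.00045 in edgeR's quasi-likelihood test), 1.08 for rnf41 and 2.56 for ctdsplb. All of these values passed the threshold of the edgeR test and were above 0 in every embryo or oocyte.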

While the overlap of the vegetal genes between the two *Xenopus* species with 81 genes was considerable, we only found nine genes to localize vegetally in all three species (Fig. 5d), showing a surprisingly variable transcript composition at the vegetal pole given the reported high degree of conservation of the localization machinery^39^. 

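Of the 97 zebrafish genes in Supplementary Dataset 2, 35 had the same symbol among the genes kept in both frog species, and 42 did when the last letter of zebrafish paralogs was dropped. Of these, 4 and 6 were called vegetal in all species.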

For comparison, 53 of the 97 vegetally localized zebrafish genes were detected in both *Xenopus* species above the expression cutoff. However, this analysis allowed us to propose that these nine genes, including known factors like *dazl* and *syntabulin*, but also less well-characterized genes like *camk2g1* and *ppp1r3b*, have a conserved function in germ cell development or dorsoventral axis development. 

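Of the genes of Table 1, ppp1r3b had 0.105 unlabeled counts per cell, which is above the expression cutoff of Fig. 4. camk2g1 had 0.0549 and dazl 0.0321.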

In our scSLAM-seq data (Fig. 4), we found that three of these nine genes were still detected above our expression cutoff at gastrula stages. These three genes, *camk2g1*, *ppp1r3b*, and *dazl*, were all found to be enriched in the PGCs, indicating a conserved role in germ cell specification. 

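For camk2g1 the fold change of unlabeled counts in PGC-like cells was 2.16 from 20 counts (95% Poisson interval 1.32 to 3.33), and for dazl it was 6.38 from 23 counts (4.04 to 9.57). camk2g1 was not highest in this class, since its scaled level was 0.571 per 10000 counts in PGC-like and 0.734 in endoderm-like cells. At least one count of camk2g1 was found in 27.5% of the PGC-like and in 12.9% of the endoderm-like cells, and of dazl in 29.4% of the PGC-like cells and in 2.17% to 4.22% of those of the other classes. Of the counts in PGC-like cells, the 39 cells with few counts of nanos3, dnd1, ca15b and tdrd7a held 167 of ppp1r3b, 19 of camk2g1 and 17 of dazl, and the other 12 cells held 2, 1 and 6. The fold change of ppp1r3b was 19.0 in the 39 cells and 1.17 in the 12 cells. From the localization in all the species and the enrichment in PGCs, the paper proposes a conserved role of these genes in germ cell specification.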

Of note, *anln* is PGC enriched and localized in zebrafish, and it is vegetally localized in *X. tropicalis*, but unlocalized in *X. laevis*. 

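anln had 0.619, 0.251 and 1.69 counts per 10000 in the animal region and 1.05, 0.935 and 12.0 in the vegetal region of zebrafish embryos 1, 2 and 3. In X. tropicalis it had 0.601 and 0.750 in the animal and 9.40 and 4.33 in the vegetal region of oocytes 1 and 2, and its log2 fold change was 3.08 (standard error 0.20, adjusted p = 8.5e-16 in edgeR's quasi-likelihood test). In X. laevis anln.L had 0.666 and 0.667 in the animal and 0.870 and 0.917 in the vegetal region. Its log2 fold change of 0.29 (standard error 0.13, adjusted p = 0.069 in the same edgeR test) did not pass the threshold. It passed with TMM factors, with 5 regions in place of 3, and with the middle region in the fit. The profiles were 48, 50 and 50 in zebrafish, 49 and 49 in X. tropicalis, and 37 and 35 in X. laevis. The log2 fold changes of the single oocytes were 3.62 and 2.48 in X. tropicalis and 0.28 and 0.30 in X. laevis, a difference of the means of 2.76. A two-sided exact permutation test of this difference gave p = 0.333, the smallest value that 2 oocytes against 2 allow. The S copy was not analyzed here.

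**Figure D4:**
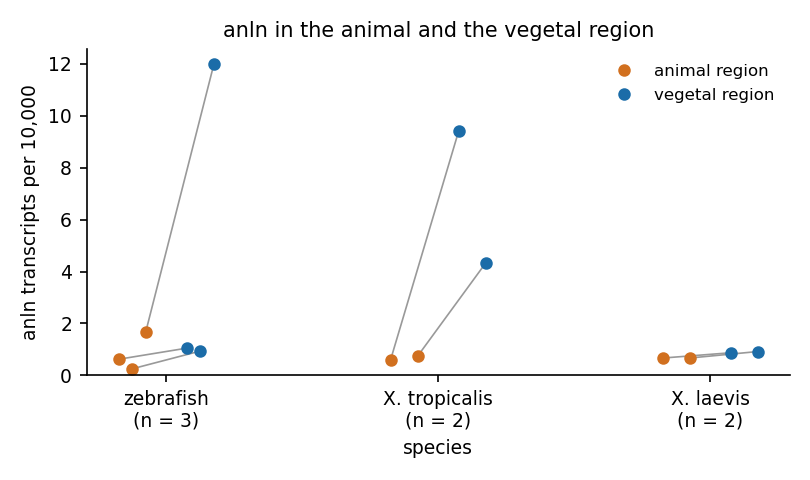
Counts of anln per 10000 counts in the animal and the vegetal region, with a line for each of the 3 zebrafish embryos, 2 X. tropicalis oocytes and 2 X. laevis oocytes. The lines rise toward the vegetal region in zebrafish and X. tropicalis, and rise less in X. laevis.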

The 3′UTR of *X. laevis anln* has a 1 kb long deletion, suggesting a functional contribution of that sequence to the localization (Supplementary Fig. 7). Table 1 gives an overview of the nine genes with conserved localization, their described cellular function (Xenbase.org, zfin.org) and the protein class of the translated product.

**Table 1:** Vegetally localized genes in zebrafish, *X. laevis* and *X.tropicalis*.

Gene name (zebrafish)	Biological function	Protein function
*dazl*	Germ plasm component, translational activator	3′UTR RNA binding
*sybu*	Dorsal/ventral axis specification	Kinesin binding
*grip2a*	Cytoskeleton organization, germ plasm	Receptor interaction
*rfn41*	E3 ubiquitin ligase	RING finger proteins
*rnf38*	Germ cell development in *X. laevis*^44^	RING finger proteins
*trim36*	Regulation of cell cycle	RING finger proteins
*ppp1r3b*	Glycogen metabolism	Phosphatase
*ctdsplb*	Regulation of RNA Pol II transcription	Phosphatase
*camk2g1*	Expressed in gut, nervous system, neural tube, involved in differentiation of inner ear^75^	Ca^2+^-dependent kinase

### 3′UTR characteristics of vegetally localized genes

Intracellular transcript localization is driven by *cis*-regulatory localization elements, present mainly in 3′UTRs of RNA molecules^39,46–49^. However, the exact nature of the localization motifs in early embryos has largely remained elusive. We therefore reasoned that our transcriptome-wide datasets of mRNA localization in three species might now open the door toward a more systematic analysis of these sequence elements. To this end, we decided to investigate shared sequence features of vegetally localized genes. Since tomo-seq detects only 3′ ends of transcripts, we performed bulk RNA-seq of one-cell stage zebrafish embryos in order to computationally identify expressed isoforms^50^ (“Methods” section). In total, we detected 216 expressed isoforms of vegetally localized genes in zebrafish. We found that the 3′UTR sequences of vegetally localizing genes are on average 1.7-fold longer than for the background (*p* value < 2.2 × 10^−16^; Fig. 6a). In contrast to this, we found only moderate differences in length of coding sequences (Fig. 6b) and expression level (Fig. 6c), and no differences in GC content of 3′UTRs (Supplementary Fig. 8). Longer 3′UTRs of vegetally localized genes could reflect complex cellular regulation of these transcripts with regard to localization and anchoring to the cytoskeleton, but could also be at least partially related to other regulatory processes, such as translational activity and RNA stability^51^. Finally, we searched for common *cis*-regulatory motifs by performing a *k*-mer enrichment analysis^52^ of the 3′UTRs (Fig. 6d and “Methods”). We detected variations of a CAC core, several motifs containing a GUU sequence that has not been described yet, and a polyU stretch that was previously linked to increased RNA stability^53^.

**Fig. 6:**
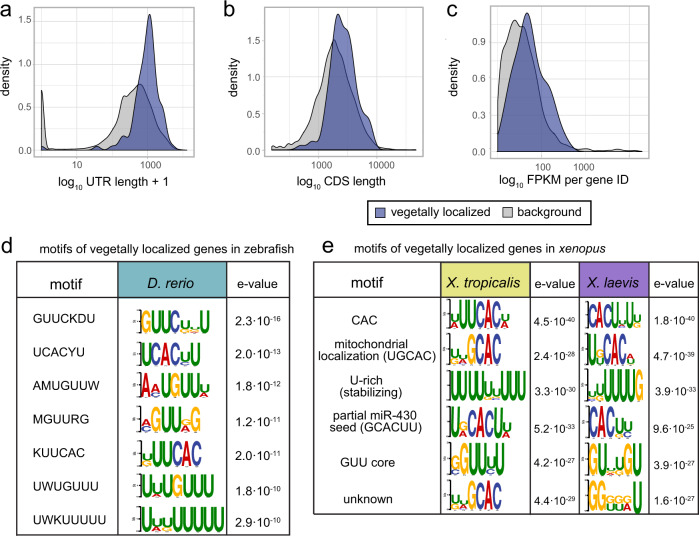
3′UTR characteristics of vegetally localized genes. **a**–**c** Comparison of sequence characteristics of expressed isoforms of vegetally localized to all genes. **a** Weighted 3′UTR (untranslated region) lengths: isoforms contribute according to their relative expression, mean(vegetal genes) = 1.06 kb, mean(background) = 0.6 kb, *p* value < 2.2 × 10^−16^ (two-sample Wilcoxon test). **b** Weighted lengths of coding sequences (CDS), mean(vegetal genes) = 2.78 kb, mean(background) = 2.42 kb, *p* value = 7.655 × 10^−14^ (two-sample Wilcoxon test). **c** FPKM (fragments per kilobase of transcript per million mapped reads) sum per gene ID, IDs with <10 FPKM were omitted. Mean expression of vegetal genes 64.1 FPKM, mean of background 37.4, *p* value < 2.2 × 10^−16^, (two-sample Wilcoxon test). **d** Results of the *k*-mer enrichment analysis of 3′UTRs of 216 expressed isoforms, zebrafish vegetally localized genes. Top seven motifs and logos. **e** Results of the *k*-mer enrichment analysis of the longest 3′UTR of vegetally localized genes in *X. laevis* and *X. tropicalis*, top six motifs, and their respective description based on previous publications.

We next performed a *k*-mer enrichment analysis for the two *Xenopus* species by using the longest annotated 3′UTR isoform (Fig. 6e and Supplementary Fig. 8). In accordance with previous studies^46,54,55^, and similar to our results for zebrafish, we found an enrichment of CAC-containing motifs in vegetally localized genes. We found the same polyU-motif as in zebrafish data, suggesting a conserved role in stability of maternal RNA. In *X. tropicalis*, we also found a motif consisting of the same GUU core we identified in zebrafish (Fig. 6d); however, the respective local sequence environment differed. In summary, we found a relatively high conservation of 3′UTR sequence motifs, which contrasts with the rather low conservation of vegetally localized genes that we observed in Fig. 5.

## Discussion

We here established improved versions of two methods, the tomo-seq approach for spatially resolved transcriptomics and single-cell SLAM-seq for RNA labeling. In tomo-seq, we achieved sub-single-cell resolution in zebrafish embryos at the one-cell stage. We observed that the complexity of the tomo-seq libraries was not a limiting factor, suggesting that our approach may be applicable to even smaller samples containing less mRNA. However, it is important to note that fertilized zebrafish eggs are very large cells (~700 µm), and sub-single-cell spatially resolved transcriptomics by tomo-seq would be much more challenging for smaller cells. The tomo-seq method is well suited for spatial transcriptomics in one-cell stage zebrafish embryos, since we expect the most striking patterns along the animal–vegetal axis. However, more complex spatial patterns, including, e.g., radial geometry, would be difficult to detect with our approach, which is based on serial sections in 1D. Hence, different strategies would be required to reveal the full spatial organization of the transcriptome in 3D. While sequencing-based approaches for spatially resolved transcriptomics in tissue sections typically do not reach the spatial resolution required here^13^, methods based on sequential fluorescent in situ hybridization^16^ have the potential to reveal more complex spatial patterns than can be detected by tomo-seq. However, analysis of a large number of serial sections would be needed to reconstruct the spatial transcriptome of a complete oocyte or fertilized egg.

Several methods have been published that pair scRNA-seq data with spatial imaging data, including two novel approaches using optimal transport theory^56,57^. This raises the intriguing possibility that it might be possible to integrate a limited number of in situ images with our tomo-seq data to predict spatial patterns transcriptome wide with higher resolution. However, one important difference of our sub-single-cell system compared to scRNA-seq is that we cannot directly use co-expression in single cells as a coupling between genes. Hence, other types of couplings, e.g., shared localization elements between genes, would be required.

We identified spatial patterns in the tomo-seq data based on SOM. However, it’s important to note that detection of spatial expression patterns is a challenging computational task, and the performance of analysis methods will depend on the data type (e.g., 1D versus 2D methods) and on the type of spatial patterns (e.g., clearly delimited spatial domains versus smooth gradients).

For scSLAM-seq, we achieved two important advances: we made the method compatible with high-throughput scRNA-seq based on widely used droplet microfluidics approaches by performing the chemical derivatization of 4sU in intact methanol-fixed cells. Furthermore, we successfully established the method in early zebrafish embryos by labeling zygotically transcribed RNA via injection of 4sUTP into the zygote. This approach allowed us to track the fate of individual maternal transcripts from the zygote until gastrulation. scSLAM-seq is a universal approach for following the fate of RNA molecules over time, and we anticipate that this strategy will emerge as a powerful method for short-term fate tracking of RNA molecules in living organisms. However, it is important to note that efficient delivery of 4sU into other live animals may require different approaches depending on the species and the organ system.

The combination of tomo-seq and single-cell RNA labeling generates important synergy by allowing transcriptome-wide spatio-temporal RNA measurement. We used this combination of techniques for a systems-level analysis of RNA dynamics in early zebrafish development, which gave us access to developmental events that are not captured by conventional scRNA-seq. Beyond this specific biological application, we anticipate that the combination of spatial transcriptomics and RNA labeling will find important applications for many other questions, such as tissue remodeling in disease conditions or analysis of cell–cell signaling interactions in vivo.

Besides the methodology presented here, another major output of this work consists in the transcriptome-wide resource of localized genes in three vertebrate species. While high-resolution atlases of transcript localization have been established in *Drosophila* oocytes based on automated microscopy^58^, no comparable datasets exist for early vertebrate development, with the exception of low-resolution spatial analysis of *Xenopus* oocytes^43–45^. Our analysis provides a shortlist of candidate genes with a potential role in early development, including genes like the phosphatase *ppp1r3b* or the kinase *camk2g1*, which have no known function in early embryogenesis, but are vegetally localized in all three species. We observed that many vegetally localized transcripts are later specifically transported into the PGCs, suggesting that specification of the PGCs is one of the main functions of the localized genes discovered here. We observed a relatively low conservation of localized genes, but a rather high conservation of enriched motifs in 3′UTRs. While it is possible that our analysis underestimates the true degree of conservation of vegetal localization due to the difficulty of reliably calling localization patterns for lowly expressed genes, this observation raises the question whether the function of genes involved in, e.g., PGC specification is conserved, even if the localization pattern is not.

Asymmetric localization of mRNA molecules is a pervasive phenomenon in the animal kingdom^59–61^ and provides an important layer of gene regulation in a variety of different cell types by, e.g., restricting translation spatially^59,62^ or by controlling translation efficiency^60^. While the exact nature of the localization motifs in early embryos have largely remained elusive, there are indications that secondary structure^63,64^ or sequence-dependent piRNA adhesion traps might be involved^65^. While our high-resolution spatial transcriptomics data allowed a systematic analysis of enriched *k*-mers, the results probably do not reveal the full mechanism, since we did not identify a single motif that explains localization of all genes. This, together with the observation that 3′UTRs of vegetally localized genes are longer than for other genes, suggests more complex and potentially longer regulatory elements than the *k*-mers analyzed here. We speculate that the combination of tomo-seq with the injection of 3′UTR fragments may in the future provide further insights into the molecular mechanisms underlying RNA localization.

## Methods

### Animal methods

#### Breeding of zebrafish

Fish were maintained according to standard laboratory conditions. All animal procedures were conducted as approved by the local authorities (LAGeSo, Berlin, Germany), and we complied with all relevant ethical regulations for animal testing and research. For embryo experiments, we set up group crosses of AB wild-type fish originally obtained from Karlsruhe Institute of Technology (KIT), European Zebrafish Resource Center (EZRC; catalog number #1175).

#### Preparation of frog oocytes

Oocyte from wild-type animals were ordered from the European *Xenopus* Resource Centre at the University of Portsmouth (https://xenopusresource.org) as dissected ovary lobes on wet ice. Oocytes were manually dissected with forceps on agarose plates, and gently dissociated with liberase as described by Claussen et al.^66^.

### Laboratory methods

#### Tomo-seq

Zebrafish embryos were harvested 20 min after fertilization. Individual embryos were embedded in OCT medium under a dissection microscope and oriented along the animal–vegetal axis with tungsten needles. Since the transparency of the embryo makes the embryo invisible after freezing the block, we marked the starting point for the blind collection of sections with a blue polyacrylamide bead (BIORAD). Before snap-freezing the cryomold on dry ice, we took a picture to calculate the distance between the edge of the block and the polyacrylamide bead in Fiji. The time point of snap-freezing corresponded to ~30 min post fertilization. While it would be interesting to analyze earlier stages (i.e., 5 min after fertilization), this might entail more technical variation due to the time needed for precise embedding.

We sectioned the blocks into 96 sections (thickness 10 µm), added 1 µl ERCC spike-in controls (diluted 1:50,000) and 0.5 µl Glycoblue; and extracted RNA with Trizol as described in Holler and Junker ^15^. Pelleted and dried RNA was directly dissolved in a mix of dNTPs and barcoded poly-dT primers, and was reverse-transcribed with SuperScript II. Primer design was inspired by CELseq2 (ref. ^3^), using 8 nt barcodes, 6 nt UMIs, and a modified adapter design (see Supplementary Dataset 8 and https://github.com/karolineholler/tomo-seq). The following steps include second strand synthesis, linear amplification with IVT, RNA fragmentation, second reverse transcription with SuperScript III and a library PCR. A detailed protocol can be found in Holler and Junker^15^. For *Xenopus* oocytes, we used the same protocol, but adjusted the section thickness according to the sample diameter and the RNA fragmentation time to a higher RNA input.

#### Bulk RNA sequencing

Embryos were harvested 20 min after fertilization and directly put into Trizol. We extracted RNA with chloroform and isopropanol, and dissolved the pelleted RNA in nuclease-free water. Quality of the RNA was checked on a bioanalyzer RNA pico chip. We then prepared full-length sequencing libraries with the Illumina TruSeq stranded mRNA kit. The samples were sequenced on Illumina HiSeq4000.

#### Whole-mount in situ hybridization

Zebrafish embryos were fixed 20 min after fertilization in 4% PFA for 2 h. Whole-mount in situ hybridization was performed as in Thisse et al.^67^.

#### scSLAM-seq

##### *4sUTP injections*

We injected zebrafish embryos directly after fertilization with 4 nl 4sUTP (12.5 mM, Sigma-Aldrich, in 10 mM Tris⋅HCl pH 7.4, Carl Roth). At 50% epiboly, we removed the chorions, then continued incubation until shield stage.

##### *Cell fixation and iodoacetamide treatment*

We dissociated ten shield stage embryos per sample by gently pipetting up and down in deyolking buffer (55 mM NaCl, 1.8 mM KCl, 1.25 mM NaHCO_3_ in HBSS, Life Technologies). For cell fixation, we added cold methanol (Carl Roth) until a final concentration of 80%. We then fixed the cells at −20 °C for 30 min. For chemoconversion, we added 1 M IAA (Sigma-Aldrich) in 80% methanol and 20% HBSS to a final concentration of 10 mM, and gently agitated the mixture at room temperature, overnight, in the dark.

##### *Rehydration and preparation for scRNA-seq*

To inactivate the IAA, we spun down the cells at 1000 × *g* for 5 min and resuspended in quenching buffer (DBPS, Gibco, 0.1% BSA, Sigma-Aldrich, 1 U/µl RNaseOUT, Life Technologies, 100 mM DTT, Carl Roth) and incubated at room temperature for 5 min. After spinning down again, we resuspended them in DPBS containing 0.01% BSA, 0.5 U/µl RNaseOUT and 1 mM DTT. The cells were then passed through a 35 µm strainer, counted, and immediately loaded onto a 10x Chromium system using the 3′ kit (V2 and V3).

##### *Library preparation and sequencing*

We prepared sequencing libraries according to the manufacturer’s instructions and sequenced them on Illumina HiSeq4000 and NextSeq500 systems.

##### *Dot blots for detection of incorporation and IAA derivatization of 4sUTP*

We biotinylated extracted RNA using the following mixture: 70 ng RNA in 96.8 µl water, 2 µl 1 M Tris•HCl (pH 7.4, Carl Roth), 0.2 µl 0.5 M EDTA (Carl Roth) and 1 µl 10 mg/ml MTSEA-XX-Biotin (Biotium). The reaction was incubated at room temperature for 30 to 60 min in the dark. We then separated the biotinylated RNA from excess biotin by adding the same volume of phenol:chloroform:isoamylalkohol (Sigma-Aldrich), mixing well and spinning in Phase-Lock-Gel tubes (Quantabio) at 15,000 × *g* for 5 min. The RNA was then transferred on a Hyperbond N+ membrane (Amersham) and UV crosslinked with 2400 µJ (254 nm). To block non-specific signal, we incubated the membrane in blocking solution (PBS pH 7.5 (Gibco), 10% SDS (Roti®-Stock 20 % SDS, Carl Roth), 1 mM EDTA) for 30 min. The membrane was then probed with a 1:5000 dilution of 1 mg/ml streptavidin–horseradish peroxidase (Pierce) in blocking solution for 15 min. Finally, the membrane was washed six times in PBS containing decreasing concentrations of SDS (10, 1, and 0.1% SDS, applied twice each) for 10 min. The signal of biotin-bound HRP was visualized using Amersham ECL Western Blotting Detection Reagent (GE Healthcare).

Flp-In™ 293 cells (Thermo Fisher; R75007) used as a positive and negative control were grown in DMEM (Gibco) + 10% FBS (Gibco) + 2 mM l-glutamine (Gibco) at 37 °C and 5% CO_2_. The cells were incubated with 300 µM 4sU or mock treated for 15 min before we fixed them in methanol, as described above.

### Quantification and statistical analysis

#### Mapping of tomo-seq data

Fastq files were mapped with STAR (v2.5.3a) using the -quantMode option. Genome versions used were GRCz10 (*Danio rerio*), 9.2 (*X. laevis*) and 9.1 (*X. tropicalis*). From the SAM file, gene counts were assigned to a spatial barcode resulting in a count matrix. A mapping script can be accessed via github: https://github.com/karolineholler/tomo-seq^68^.

#### Further processing of tomo-seq data

Data analysis was performed in R (v3.6.0) using custom code. We filtered out sections with a low recovery of ERCC spike-in controls. The cutoff depends on the sequencing depth, and was set as ~0.04 percent of the mapped reads of a library (or 8000 transcripts for the replicate shown in Fig. 1). In the remaining sections, we excluded lowly expressed genes (with less than five counts in at least one section, for the replicate shown in Fig. 1), then divided gene counts by total counts in that section and normalized to the median section size. For clustering based on SOM, we calculated cumulative expression going from low to high section numbers, normalized the maximum of the cumulative expression to one and let the SOM sort these patterns into a linear matrix of 1 × 50 profiles. A gene was called vegetally localized in all replicates when it was assigned any profile between 46 and 50 in all replicates and at least 48 in one replicate. Code for data analysis can be found at github: https://github.com/karolineholler/tomo-seq^68^.

#### Isoform analysis and *k*-mer enrichment

Isoform expression in zebrafish one-cell stage embryos was determined using cufflinks v2.2.1. For *k*-mer enrichment, we extracted 3′UTR sequences as annotated in the zebrafish genome version GRCz10. Next, we compared vegetally localized to all expressed genes with DREME (v4.11.2) using the parameters: -g 1000 -norc -e 0.5 -mink 3 -maxk 10. For *Xenopus*, we used the longest annotated 3′UTR for our analysis. We calculated the 3′UTR length of a gene ID as shown in Fig. 6a by weighing the isoforms 3′UTR length, according to their relative contribution to a gene IDs total expression. CDS length as shown in Fig. 6c were calculated accordingly.

#### Alignment of UTRs from *D. rerio*, *X. laevis* and *X. tropicali*s

UTR sequences were aligned using the mafft online tool (http://mafft.cbrb.jp/alignment/server/), using the following parameters: %mafft -reorder -anysymbol -maxiterate 1000 -retree 1-genafpair input.

#### scSLAM-seq mapping and analysis

Raw data were demultiplexed with cellranger mkfastq (v3.0.2), and mapped with the default parameters of cellranger (10× Genomics) to the zebrafish genome, version GRCz11.95. We used the inbuilt cell detection algorithm to create a “whitelist” with all barcodes that contain cells and extracted these barcodes from the BAM file to only consist of reads from real cells. We further separated the reads in that file into labeled reads (>1 T to C mutation per UMI, base quality >20) and unlabeled reads. We then created a fastq file for labeled and for unlabeled reads, respectively, mapped them with STARsolo and obtained count matrices that were further analyzed with Seurat v.3.1.2. The code for mapping and data analysis is publicly available via https://github.com/karolineholler/scSLAM-seq^69^.

#### Analysis of ligand–receptor interactions

We used CellPhoneDB^70^ and CellChat^71^ to identify maternal genes involved in potential ligand–receptor interactions. Human gene names were converted to zebrafish genes using orthology data from the Alliance of Genome Resources, release 3.2.0 (ref. ^72^). We added up contributions from zebrafish genes that have the same human orthologue, and we removed orthologue pairs where one zebrafish gene can be converted to multiple human genes. We then calculated the fraction of maternal reads for the genes involved in interactions based on the raw count matrices for each cell type. We included only cells that had at least 150 labeled and at least 150 unlabeled features, resulting in a total of 6844 cells.

#### Calculation of false negative rate in scSLAM-seq

We estimated the false negative rate (i.e., the probability of a zygotic transcript molecule to remain unlabeled) with the following back-of-the-envelope calculation: we expect that ~5% of all Us are labeled in a zygotic transcript (Fig. 3c). The read length was 99 nt. Since the library was sequenced with ~4 reads per UMI, we assume an effective read length of 300 nt, taking into account that different reads for the same UMI may partially overlap. The GC content is on average 40%, which results in 30% Us, and hence 90 Us per transcript molecule. The probability that a zygotic transcript does not contain a single labeled U is therefore 0.95^90^ ≈ 1%.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

Raw data and count tables for tomo-seq and scSLAM-seq can be accessed on GEO under accession number “GSE158849”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: Spatio-temporal mRNA tracking in the early zebrafish embryo
**Source:** Nat Commun. 2021 Jun 7;12:3358. doi: 10.1038/s41467-021-23834-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**Title: Supplementary Dataset 1**

**Description:** Table contains all expressed zebrafish gene names, and their SOM profiles and summed transcript counts for three biological replicates.

**Title: Supplementary Dataset 2**

**Description:** Zebrafish vegetally localized genes at 0 hpf and references for the previously known ones. We further show the genes that are expressed in the scSLAM-seq dataset, calculated their fold change enrichment in the different cell types and highlight the PGC enriched genes.

**Title: Supplementary Dataset 3**

**Description:** Summarized marker genes of a scSLAM-seq experiment of zebrafish embryos 6 hpf. Data for cell identities, marker genes based on labeled RNA.

**Title: Supplementary Dataset 4**

**Description:** Table summarizes marker genes of a scSLAM-seq experiment of zebrafish embryos, 6 hpf, based on unlabeled RNA.

**Title: Supplementary Dataset 5**

**Description:** Data for tomo-seq experiments in *X. laevis*: expressed genes, profiles of the SOM clustering and summed transcript counts for two biological replicates.

**Title: Supplementary Dataset 6**

**Description:** Data for tomo-seq experiments in *X. tropicalis*: expressed genes, profiles of the SOM clustering and summed transcript counts for two biological replicates.

**Title: Supplementary Dataset 7**

**Description:** Localized genes in *xenopus*. For animally and vegetally localized genes in *X. laevis* and *X. tropicalis*, we noted gene symbols, profile numbers of the SOM clustering and the summed transcripts for a tomo-seq experiment.

**Title:** **Supplementary Data 8**

**Description:** tomo-seq primer sequences

How the deposited data were processed for this re-analysis (not part of the article)

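Tomo-seq libraries of 3 zebrafish one-cell stage embryos, 2 X. laevis oocytes and 2 X. tropicalis oocytes and 1 scSLAM-seq library of zebrafish embryos at 6 h.p.f. were analyzed. Samples were assigned to conditions by the labels of the study and by the paper. For the zebrafish tomo-seq samples the authors mapped the reads to GRCz10, counted UMIs per gene and section, and deposited expected counts, that is, UMI counts corrected for molecules that had drawn the same UMI. The expected counts were computed for 4096 UMIs in embryos 1 and 2 and for 256 in embryo 3. Undoing the correction gave values within 0.001 of a whole number for 508117, 533168 and 817780 values above 0, apart from 10, 49 and 612 values at the ceiling, where every UMI had been seen. The highest value was 36908.7 counts in embryos 1 and 2 and 1597 in embryo 3. For the frog oocytes, the authors deposited whole numbers, which were taken as UMI counts without this correction. The highest value, 4106 in X. laevis oocyte 2, is above the 4096 UMIs that 6 nt allow. This value was not explained here. For scSLAM-seq the authors mapped the reads to GRCz11 and deposited counts of labeled and of unlabeled UMIs per gene and barcode. The table of zebrafish embryo 2 is separated by tabs although its name ends otherwise, and it was read as such.

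The design, the genes to be named and the alternatives were chosen before the data were examined, apart from the alternatives that the closing section names as added later. The methods filter sections by spike-in RNA. This filter could not be used, since it kept 45 sections of zebrafish embryo 1 and none of any other sample, and the fallback written with the design was used in its place, which keeps sections with at least 10% of the median section total. Spike-in sequences were left out of all totals. Spike-in counts summed to 384410, 114074 and 215971 in the zebrafish embryos. Genes with at least 5 counts in one section were sorted by a batch self-organizing map with 50 profiles on a line, started from the main direction of the curves and trained for 100 rounds. A gene was called vegetal when it lay in profiles 46 to 50 in all replicates and in profiles 48 to 50 in at least one of them, and animal when it lay in profiles 1 to 5 in all and in 1 to 3 in at least one. Zebrafish entries were named through their Ensembl identifiers. An entry that joins several identifiers was kept as 1 gene, since its reads cannot be divided. Zebrafish genes were linked to frog genes by symbol.

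The sections kept were divided into an animal, a middle and a vegetal region with equal numbers of sections. Counts were summed per region, expected counts were rounded to whole numbers, and the vegetal and the animal region of each species were compared in edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with glmQLFit and glmQLFTest, the embryo or oocyte as a block, the total of each region as its library size and Benjamini-Hochberg adjustment at 0.05. The common dispersion was 0.0155 in zebrafish, 0.00820 in X. laevis and 0.0144 in X. tropicalis. Both regions of a pair come from one embryo or oocyte, which is the reason for the block. The deviations of both regions from the means of their groups correlated across genes at 0.900, 0.840 and 0.937 in zebrafish, 0.520 in X. laevis and 0.748 in X. tropicalis within a specimen. DESeq2 1.42.0 and edgeR's TMM factors were alternatives. Overlaps between species were tested by one-sided Fisher's exact tests, adjusted over 4 overlaps, against the symbols that passed the count filter in all replicates of the species compared.

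Cells were barcodes with at least 150 labeled and at least 150 unlabeled genes. Leiden clustering used scanpy 1.11.5 and leidenalg 0.10.2, and the other steps Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. Figures were drawn with matplotlib 3.10.9. Clusters were named from marker lists. A cluster with a median of 702 counts, far below the 2984 of all cells, was left unnamed, and an alternative names it. One of the markers had to be among the 10 leading genes of the cluster. Several markers of the mesoderm, ectoderm and enveloping layer lists come from Supplementary Dataset 3, which was made from these cells. The PGC list holds ddx4, nanos3, dnd1, tdrd7a, buc, h1m, gra and ca15b, so that fold changes of these genes partly define the class. All 8 genes of this list were raised in the PGC-like cluster. All 9 genes of the enveloping layer list, 7 of the non-axial mesoderm list, 6 of the ventral mesoderm list and 5 of the neuroectoderm list were raised in the clusters of these names. The axial mesoderm-like class joins a cluster with 6 and a cluster with 4 raised markers, and the endoderm-like cluster had 4. No cluster was named from the list for non-neural ectoderm. The median log2 fold change of the list of vegetal genes was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. An expected doublet rate of 0.05 was set for Scrublet, whose automatic threshold called 1 cell (0.0146%), so it was not used to remove cells.

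The genes named are those that the paper names, the 3 largest positive and the 3 largest negative log2 fold changes of each species past the threshold with the same direction in every replicate and at least 50 counts in each, the 5 genes of the vegetal list with the largest fold change in PGC-like cells, and the 5 genes of all with the largest fold change in PGC-like and in enveloping layer-like cells. Values in the Supplementary Datasets of the paper had been seen before this rule was written. One gene that the rule selects is not reported here.

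The region fit, the map and the fold changes between cells were tested on simulated data. With about 200 genes changed in counts drawn from the means of the real samples at a dispersion of 0.05, the region fit recovered 93.4% of 196 changed genes in zebrafish (2.66% of the calls false, 9439 genes), 79.7% of 192 in X. laevis (2.55% false, 17060 genes) and 88.1% of 194 in X. tropicalis (5% false, 10103 genes). The simulated regions held no differences between specimens in the level of a gene, and few genes changed. They therefore do not test how the fit depends on the block or on the scaling. The map called 98 of 98 vegetal genes with 1 false call and 98 of 98 animal genes among 6198 zebrafish genes. In 1500 simulated cells, 60 of which formed a class with 20 genes raised by a log2 fold change of 2, a median of 1.90 was recovered, 93.3% of the class lay in 1 cluster, and the list reached the 100 percentile, compared to 85.2 for a list without change.

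Alternatives for the tomo-seq samples were other section and gene filters, other section totals, other ways of sorting, other divisions into regions, other scalings, the fit without the block and leaving out each replicate. Alternatives for scSLAM-seq were other limits for cells, other resolutions, clustering on unlabeled counts, other expression cutoffs, raw means, labeled plus unlabeled counts, no mitochondrial genes and thinned cells. Bulk RNA-seq of 3′ isoforms, the control library without 4sUTP, ligand and receptor pairs and sequence motifs were not analyzed here. The copy of Supplementary Dataset 1 used here holds the first part of its entries. Over the 1646, 1582 and 1521 genes that could be compared, Spearman's correlation of its profile numbers with those found here was 0.862, 0.727 and 0.708 for embryos 1, 2 and 3. The median ratio between the summed counts of both sources was 1.00, 1.04 and 3.77 in the same order. The sums of embryo 3 therefore differed the most, and the cause was not tested.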

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

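The test of doublets was chosen only after the clusters had been seen. Both results are signals in genes that the paper's text does not discuss, found in the labeled RNA that the paper clusters in Fig. 3d. No group held 4 to 10 samples, so no sample was compared with the others of its group. Of the 11 named genes that could be compared between species, 0 went in opposite directions.

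A cluster of 232 cells carried endoderm genes. Its leading genes included sox32, afp4, sox17, gata5 and gata6, and 4 markers of the endoderm list, which had been written beforehand, were raised. Raised markers of other lists are not given for it. The paper names no endoderm among its clusters. Its cells held a median of 3197.5 counts, compared to 2984 for all cells, so they did not hold the larger counts that droplets with cells of different types would hold, and this argues against doublets. On unlabeled RNA only 8.30% of the nearest neighbors of these cells belonged to the same class. The cells of the cluster came from 1 library that pools 10 embryos, and whether they came from all embryos is open. No biological explanation was tested, since the design holds a single condition.

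A cluster of 114 cells was led by phlda3, isg15, sesn3, rps27l and mdm2, and its leading genes also held foxo3b. It met the naming rule of no marker list, and its raised markers were not counted. These genes were chosen after their values were seen, as the leading genes of the cluster. Its cells had a median of 2753.5 counts and 39.8% labeled counts, close to the 39.6% of all cells. No explanation was tested for this cluster, technical or biological, since the design holds a single condition and no library without injection was analyzed here.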

How the results depend on the processing

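These alternatives were added only after the data had been seen: UMI counts before the correction, contiguous sections, the limit of 8000 transcripts carried over to all samples, sections with at least 50% of the median spike-in count, frog counts corrected for repeated UMIs, overlaps with all sections kept and with the online map, the expression cutoff of 0.02, other random starts, the low-count cluster named from its markers, and the division of PGC-like cells by germ gene counts. Removal of doublets by Scrublet was planned and not run, since it called 1 cell. Totals without mitochondrial genes gave no setting for X. laevis, in which no mitochondrial gene was counted. With 1 frog oocyte left out, the values have no test. Unless stated, the cause of a change was not tested.

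Sorting by profile. Of 132 values of the main counts under alternatives, 108 stayed within 1.5 times the reported count or on the same side of the threshold, 21 moved and 3 lost the threshold. With all sections kept, zebrafish gave 46 vegetal and 5 animal genes and 28 in profiles 48 to 50 of every embryo, X. laevis 63 and 45, and X. tropicalis 46 and 107. The frogs then shared 1 vegetal (adjusted p = 0.16, Fisher's exact test) and 1 animal gene (adjusted p = 0.21, Fisher's exact test), zebrafish and X. laevis 0 (adjusted p = 1.0, Fisher's exact test), and all species 0. Sorting by mean position gave 17 vegetal, 2 animal and 12 genes in zebrafish, 21 and 65 in X. laevis, 19 and 33 in X. tropicalis, and 3 genes in all species. It sets a fixed step instead of following the density of curves. In zebrafish, 40 animal genes were called with at least 10 counts in total, 56 with the online map, and 45 with the outer profiles required in all replicates, which also left 161 vegetal genes in X. laevis. Without embryo 3, 132 animal genes were called in zebrafish, against 97 without embryo 2. For single genes, the mean profile moved for 33 of 46 genes under mean position, for 41 with all sections kept, for 9 with at least 10 counts in total and for 6 with the online map. Of 540 values of other results, mostly single genes, 435 stayed and 105 moved.

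Comparison of regions. Of 66 values of the main counts under alternatives, 45 stayed within 1.5 times and 21 moved, and of 793 values of single genes 736 stayed, 40 lost the threshold, 3 gained it and 14 moved. The embryo or oocyte is a block here, since both regions come from one specimen. With no replicate block, edgeR called 0 vegetal and 0 animal genes in zebrafish (130 at an unadjusted p below 0.05), 865 and 1059 in X. laevis and 146 and 104 in X. tropicalis. With the block and an unadjusted p, 4099 genes passed in zebrafish, and DESeq2 with the block called 619 vegetal and 429 animal genes. All 29 named zebrafish calls and those of dazl and ppp1r3b in X. tropicalis were lost without the block, and no other named call. DESeq2 called 1105 and 1285 genes in X. laevis and 555 and 657 in X. tropicalis. In zebrafish TMM factors gave 954 and 902, totals without mitochondrial genes 655 and 1203, and UMI counts before the correction 1424 animal genes. All 402 vegetal calls of the reported fit were also made with TMM factors. With all sections kept, X. laevis gave 1131 and 1005. Without each zebrafish embryo in turn, 208 to 414 vegetal and 1258 to 2169 animal genes were called, the lowest both without embryo 3. No gene was called in the opposite direction under any alternative, except 1 in X. laevis with 2 regions and 1 with counts corrected for repeated UMIs. Among the named calls, that of buc was also lost under DESeq2, TMM factors, 2 regions, totals without mitochondrial genes, uncorrected counts and without embryo 2 or 3.

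Labeled shares. Of 90 values of the labeled shares and of the list median, 42 stayed, 45 moved and 3 reversed, and of 611 values of other results 454 stayed, 145 moved and 12 reversed. With 1 library, a share counts as moved when it leaves its counting interval, which is narrow. With at least 300 labeled and unlabeled genes the shares were 39.8% for all cells, 28.3% PGC-like, 45.1% enveloping layer-like, 39.3% non-axial, 43.1% ventral and 40.6% axial mesoderm-like, 47.2% neuroectoderm-like and 37.9% endoderm-like. The PGC-like cluster then held 770 cells, so it was no longer the same class. With at least 50 of each they were 39.5% for all, 21.9% PGC-like (329 cells), 45.1% enveloping layer-like, 40.0% non-axial, 36.5% axial and 38.9% endoderm-like. A resolution of 0.6 gave 39.9% non-axial, 40.7% axial, 44.6% neuroectoderm-like and 37.3% endoderm-like, and 1.6 gave 43.4% ventral, 40.9% axial and 46.0% neuroectoderm-like. Clustering on unlabeled counts gave 19.6% PGC-like and 46.7% enveloping layer-like. Without mitochondrial genes the shares were 39.0% for all, 15.8% PGC-like, 45.1% enveloping layer-like, 39.1% non-axial, 42.9% ventral, 40.2% axial and 36.3% endoderm-like. Thinning cells to 1000 counts left out 521 of them, left the expected share of each other cell unchanged and weighed these cells equally. The shares were then 39.2% for the 6326 cells kept, 18.0% PGC-like, 43.2% enveloping layer-like and 39.4% non-axial. They were 43.2% ventral, 40.6% axial, 46.5% neuroectoderm-like and 36.9% endoderm-like. The named low-count cluster gave 44.0% enveloping layer-like, and another random start 43.1% ventral, 40.6% axial and 46.8% neuroectoderm-like. PGC-like cells with at least 5 counts of 4 germ genes had 27.2% and those with fewer 14.8%. Under every one of these settings PGC-like cells had the lowest share of the named classes.

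Vegetal list in PGC-like cells. The median log2 fold change of 0.07 over 19 genes was −0.52 over 9 genes with the cutoff at 0.2, 1.03 over 46 with 0.02, 1.26 over 19 with raw means, −0.014 over 26 with labeled plus unlabeled counts and −0.94 over 16 in the cells with at least 5 germ gene counts. The lists differ since the genes above the cutoff change with the setting. In those cells ppp1r3b, krtcap2 and ube2q2 drop out, and with the cutoff taken over all cells the median was −0.70 over 18 genes. Raw means carry the higher depth of PGC-like cells into every gene. The direction of single fold changes reversed for celf1 (1.05 with 300 genes, 1.42 with 50, 1.56 with raw means), lef1 (0.364 with 300 genes, 0.247 with 50, 0.741 with labeled plus unlabeled counts), dazl (0.718), hook2 (0.664), rnf41 (0.253) and mob1bb (0.816, all with 50 genes), for mob1bb (0.440) in the cells with at least 5 germ gene counts and for dnd1 (0.442) in those with fewer. Resolutions, cutoffs and random starts moved no fold change of the 35 genes named.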

Differences from the paper's values

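The online map for overlaps and the cutoff of 0.02 were chosen only after the values had been seen. The correlation of total counts is 0.99 in the paper, and Fig. 1e shows it for one pair of embryos that the text does not name. It was 0.344 for embryos 1 and 3 and 0.339 for embryos 2 and 3 here, and 0.994 for embryos 1 and 2, the pair that gives the paper's value to its digits. The alternatives set before the data were examined do not cover these values. On the log2 scale the correlations with embryo 3 were 0.868 and 0.927, and without mitochondrial genes 0.523 and 0.674 on the scale of counts, and none of these gives the paper's value.

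The paper's number of animal genes in X. tropicalis is 151, and 299 were called here. Of the alternatives set before the data were examined, keeping all sections gave 107 and requiring the outer profiles in all replicates gave 220, both within 1.5 times the paper's value, and the others were not. For X. laevis the paper's number is 245 and 523 were called here. Requiring the outer profiles in all replicates gave 364, within 1.5 times the paper's value, and the other alternatives were not. The paper's text places the animal group of zebrafish in profiles 1 to 8 and gives no range for the frogs, and the mirror image of the vegetal rule was used here.

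The paper's number of vegetal genes shared by both frogs is 81, and 43 were found here. None of the 5 alternatives tried came within 1.5 times the paper's value. The paper's number of genes vegetal in all species is about 9 in Fig. 5d, and the text gives it exactly, in words. Here 5 were found. With the last letter of zebrafish paralogs dropped, 7 were found, fewer than in the paper but within 1.5 times its value, and the online map, chosen after seeing the values, gave 6. The other 5 alternatives were not within 1.5 times. The paper's number of listed genes detected in both frogs is 53, and 35 were found here, or 42 with the letter dropped, which is lower than in the paper but within 1.5 times its value.

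The paper's number of clusters is 8, and 15 were found here. A resolution of 0.6 gave 12, which is 1.5 times the paper's value, and the other alternatives were further from it. The paper's number of listed genes above the cutoff is 47, and 19 were found here. The cutoffs of 0.05 and 0.2 were not within 1.5 times the paper's value, and 0.02, chosen after seeing the values, gave 46 genes. The paper's number of Table 1 genes above the cutoff is 3, and 1 was found here. A cutoff of 0.05 gave 2, within 1.5 times the paper's value, and 0.02, chosen after seeing the values, gave 3. The higher mean of the mixture is 1.52 in the paper and 2.14 here on the log2 scale. On the natural log scale the value here is 1.48, and the paper's text does not name a base. None of the 16 alternatives on the log2 scale gave the paper's value to its digits.

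The paper states a particularly high labeling rate for enveloping layer cells. Here their share was 45.6%, above the 39.6% of all cells, and neuroectoderm-like cells were higher with 46.8%. With cells thinned to 1000 counts, which left out 6 enveloping layer-like cells, it was 43.2%, level with ventral mesoderm-like cells. The color scale of Fig. 3f has another range, and which measure it shows was not settled here. The paper states that vegetal genes are enriched in PGCs. The median of the list was at the 60.3 percentile of matched lists here. With the cutoff of 0.02, chosen after seeing the values, it was at 99.6. The 46 genes above 0.02 are all among the 47 with fold changes in Supplementary Dataset 2. At the cutoff of 0.1, 28 of the 47 were left out, so the gene set at 0.02 is the closer one to the paper's. With random lists also matched on the drop from the one-cell stage, it was at 74.5 with the cutoff of 0.1 and at 87.7 with 0.02. The fold changes themselves followed those of Supplementary Dataset 2, with a median ratio of 1.02. Of the genes of Table 1, camk2g1, ppp1r3b, rnf41, grip2a and ctdsplb were not among the genes called vegetal in all species. grip2a and ctdsplb were with the letter dropped. camk2g1 was called in zebrafish, and camk2g in both frogs, but their symbols differ. ppp1r3b and rnf41 were called in zebrafish and X. tropicalis, and in X. laevis they lay no further than profile 47.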

Other observations

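The tests of doublets among PGC-like cells, of the makeup of genes and of a few abundant genes were chosen only after the results had been seen, as were the division of the PGC-like cells and the cutoff of 0.02. So was the comparison of cells matched on total counts. The other tests were set before the values they measure had been seen.

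Low labeled share of PGC-like cells. With the genes of PGC-like cells and the labeled share of each gene in all other cells, 32.6% of the counts would be labeled, whereas 15.1% were, over 2459 genes. The makeup of their RNA therefore does not account for the low share. Among 811 genes with more than 50% labeled counts in the other cells, the median labeled share was 66.7% there and 21.4% in PGC-like cells, and 786 genes were lower. With every PGC-like cell thinned to 1000 counts the share was 18.0%. Thinning leaves the expected share of a cell unchanged, however, and so cannot test depth. Other cells matched on total counts had 41.9% labeled counts, compared to 39.9% in all other cells, which argues against depth as the cause.

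PGC-like cells with many and with few germ gene counts. Of the 51 cells, 39 held few counts of nanos3, dnd1, ca15b and tdrd7a. Germ genes were not absent from them. Compared to all other cells, fold changes in the 39 cells were 10.9 for tdrd7a (10 counts), 2.42 for nanos3 (11), 2.53 for ca15b (3), 0.442 for dnd1 (2), 14.1 for h1m (340) and 69.7 for buc (102). ddx4 had a fold change of 1.16 in these and 15.6 in the other 12 cells, whereas ppp1r3b, sh2d5, itpkca and buc lay almost only in the 39 cells. Their mitochondrial transcripts were labeled to 52.3%, compared to 54.7% in all other cells and 54.4% in the 12 cells, which argues against 4sUTP having missed them. Transcripts of nuclear genes were labeled to 13.5% in the 39 cells, 26.1% in the 12 cells and 39.3% in the others. The highest labeled share of one of the 39 cells was 21.1%, below the 5th percentile of all other cells at 26.4%, which argues against doublets with cells of other classes. Their counts were higher than those of other cells, with a median of 4083 compared to 2978 and with 10 cells above 10000, so droplets that hold several of these cells are not excluded. Barcodes with at most 10 counts had 29.5% labeled counts (interval 29.4% to 29.6%, Clopper-Pearson), which argues against free RNA as the source of their makeup. It stays open whether these cells came from an embryo that developed more slowly, since the library does not mark embryos, and this was not tested. They may be cells that began transcription late, and whether they are germ cells is open. This hypothesis was formed on the same data as the 14.8% of labeled counts that it would explain.

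Vegetal genes in the 39 cells. A candidate explanation for fold changes of vegetal genes in these cells is that the cells kept maternal RNA in general. With random lists matched on the level at 6 h.p.f. and on the drop from the one-cell stage, the list median of 1.15 at the cutoff of 0.02 lay at the 90.4 percentile, with the middle 95% of the random medians between 0.21 and 1.32, so the list did not stand apart from other maternal genes that fell as much. At the cutoffs of 0.1 and 0.05 the percentiles were 61.3 and 90.8. In the 12 cells with germ gene counts the list lay at 3.77, 2.25 and 0.47 for the cutoffs of 0.1, 0.05 and 0.02, where 15 of 43 genes had no count at the last of these.

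Germ plasm genes and place. Among 1617 genes present in both kinds of data, 61 had a fold change of at least 4 in PGC-like cells. Of these, 4 were called vegetal (6.56%, compared to 1.11% of all) and 1 animal, and in the comparison of regions 5 were higher in the vegetal and 14 in the animal region. Across all genes, Spearman's correlation of both fold changes was −0.013, and genes are not independent replicates. The median log2 fold change of the 61 genes between regions was −0.07. Random lists had a median of −0.26 and ran from −0.34 to −0.17 in their middle 95%, so the 61 genes lay further toward the vegetal side, at the 100 percentile.

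Totals of embryos 1 and 2. A few abundant genes may carry the correlation of embryos 1 and 2, since it fell from 0.994 to 0.827 without mitochondrial genes. Embryo 3 had a low mitochondrial share of 1.80%. Over 7 mitochondrial entries, the ratio of embryo 3 to embryos 1 and 2 fell with the level, with Spearman's correlation at −1, but the level is also the denominator of the ratio. The entries whose median section lay at the ceiling of 1597 counts had ratios of 0.144 and 0.0216, and their levels in embryo 3 are lower limits. Below the ceiling, the entries of mt-cyb (1138 counts in the median section), mt-nd2 (1065), mt-co1 (904), mt-nd6 (726) and mt-nd5 (601) had 1.03, 0.442, 0.376, 1.05 and 0.602. No entry lay under 64 counts, where random barcodes would not run out, so whether they explain the low share cannot be told. A total of 22 other abundant entries had a median ratio of 0.299.

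Other splits of the regions. The zebrafish comparison called 3054 genes. Of the 10 splits of the 6 regions into groups of 3, 1 gave as many, the real one. Only 4 splits, with the real one, part the regions of all 3 embryos and so compare with it, and the other 3 of these gave 0 genes. The remaining 6 leave the regions of some embryos together and do not follow the pairing. A share of 1 in 4 is the smallest that the 4 splits allow, 0.25, so this count cannot exclude chance.

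Copies of X. laevis genes. Of 505 pairs of L and S copies, 4 had both copies called vegetal, 11 had one, and 0 had one vegetal and one animal copy. Among the other copies with at least 1000 counts, 50% were higher in the vegetal region past the threshold (4 of 8) and none in the animal region. The median log2 fold change was 0.44 over the other copies that were tested, whatever their counts. Whether copies with few counts miss a call by noise cannot be told apart from a true difference with 8 copies. Across 504 pairs, Spearman's correlation of the log2 fold changes was 0.557, and reads of near-identical copies could have been shared, which leaves this value, like the 50%, uncertain.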
